# Swine Inflammation and Necrosis Syndrome Is Associated with Plasma Metabolites and Liver Transcriptome in Affected Piglets

**DOI:** 10.3390/ani11030772

**Published:** 2021-03-11

**Authors:** Robert Ringseis, Denise K. Gessner, Frederik Loewenstein, Josef Kuehling, Sabrina Becker, Hermann Willems, Mirjam Lechner, Klaus Eder, Gerald Reiner

**Keywords:** inflammation, necrosis, swine, tail biting, liver transcriptome, plasma metabolome, lipopolysaccharide, microbial-associated molecular patterns, piglets

## Abstract

**Simple Summary:**

Swine inflammation and necrosis syndrome (SINS) is a newly identified syndrome associated with inflammatory and necrotic signs in different body parts of suckling piglets, weaners, and fatteners. While the proven inflammatory basis of the disease and the development of signs in even newborns indicate a primarily endogenous etiology, the mechanisms underlying SINS development are largely unknown. In this study, the hypothesis was tested that SINS is indirectly triggered by the translocation of gut-derived microbial components into the liver, thereby causing derangements of liver metabolism, by comparing the hepatic transcriptome and plasma metabolome of SINS-affected and unaffected piglets. Apart from demonstrating that hepatic inflammation occurs in SINS-affected piglets, the study clearly shows for the first time that several metabolic derangements are induced in SINS-affected piglets that may contribute to the clinical and histopathological signs of SINS.

**Abstract:**

Swine Inflammation and Necrosis Syndrome can lead to severe clinical signs, especially in tails, ears, teats, and claws in pigs. Clinical and histopathological findings in newborn piglets with intact epidermis indicate a primarily endogenous etiology, and microbial-associated molecular patterns (MAMPs), such as lipopolysaccharide (LPS) are assumed to play a central role in the development of the syndrome. We hypothesized that swine inflammation and necrosis syndrome (SINS) is indirectly triggered by gut-derived MAMPs entering the circulatory system via the liver and thereby causing derangements on liver metabolism. To test this hypothesis, metabolomes, candidate genes of the liver and liver transcriptomes of 6 piglets with high-grade clinical signs of SINS (SINS high) were examined and compared with 6 piglets without significant signs of SINS (SINS low). Several hepatic pro-inflammatory genes and genes involved in stress response were induced in piglets of the SINS high group. The most striking finding from hepatic transcript profiling and bioinformatic enrichment was that the most enriched biological processes associated with the approximately 220 genes induced in the liver of the SINS high group were exclusively related to metabolic pathways, such as fatty acid metabolic process. Within the genes (≈390) repressed in the liver of the SINS high group, enriched pathways were ribosome biogenesis, RNA processing, RNA splicing, spliceosome, and RNA transport. The transcriptomic findings were supported by the results of the metabolome analyses. These results provide the first evidence for the induction of an inflammatory process in the liver of piglets suffering from SINS, accompanied by lipid metabolic derangement.

## 1. Introduction

Swine inflammation and necrosis syndrome (SINS) is a newly identified syndrome that can lead to significant clinical alterations in suckling piglets [1], weaners, and fatteners [2]. Signs of SINS can be inflammation and necrosis at the tail, ears, heels, claw coronary bands, teats, umbilicus, vulva, and face and are associated with inflammatory signs at the pathohistological level. Especially on exposed body parts, such as claws, heels, and soles, the degree of SINS and environmental effects such as unfavorable floor conditions influence each other [2]. But even in animals with macroscopically intact epidermis, considerable prevalence of vasculitis, intima proliferation, and thrombosis of the vessels were detected [2,3], including newborn piglets immediately after birth in which signs could not result from biting or technopathy [3]. Based on EFSA consensus statement, inflammation and necroses can seriously impair animal welfare [4,5]. Injuries to the skin, tail, and ears are generally used as valuable characteristics for assessing animal welfare in pigs. Therefore, SINS is likely to be a relevant diagnostic indicator of impaired animal welfare in swine.

The proven inflammatory basis of the disease, the development of signs in newborns who have not been exposed to bites or technopathies, and the involvement of different body parts in the syndrome, such as tail, ear, claws, and teats, indicate a primarily endogenous etiology. Circulatory disorders in the tail of suckling piglets as an etiology of necroses have already been suspected in earlier studies [6,7,8], and have recently been proven based on the histopathological evidence of vasculitis and thrombosis at the tail base proximal to the lesions in affected piglets [3]. The circulatory disorder was also clinically shown by a rapid decrease in temperature within this part of the tail base of affected piglets measured by thermal imaging camera [9]. We therefore suggest that the local inflammatory processes in the vicinity of the blood vessels are causative for SINS development. Various authors showed associations between plasma concentrations of deoxynivalenol (DON) and lipopolysaccharides (LPS) from the sow and necroses on the tail, ears, or coronary bands of the piglets [10,11,12]. In line with this, Nordgreen et al. [13] recently proposed that problems in the areas of microbiota, gut barrier, housing environment and hygiene, immune activation, mycotoxins, psychological stress, nutritional status and feed composition can synergistically lead to inflammation directly or indirectly in association with LPS. An important source for the flooding of LPS and other microbial components, collectively termed microbial-associated molecular patterns (MAMPs), is the intestine (for overview see [12]), from which MAMPs are translocated into the liver via the portal vein. Since the liver acts like a firewall, which is able to degrade MAMPs owing to the ability of liver-resident macrophages (Kupffer cells) and other intrahepatic immune cells [14,15], the liver largely prevents the entry of MAMPs into the systemic circulation. However, in the case that the gut barrier is disrupted (“leaky”), the liver is confronted with high levels of MAMPs. In this case, MAMPs are recognized not only by hepatic immune cells but also by hepatic parenchymal cells which are abundantly equipped with specific MAMP recognition receptors, such as Toll-like receptors (TLR). Upon sensing of MAMPs by TLRs, various inflammatory and stress-signaling pathways, such as nuclear factor-kappa B (NF-κB), c-JUN N-terminal kinase (JNK), and endoplasmic reticulum (ER) stress-induced unfolded protein response (UPR) are stimulated, thereby, causing hepatic inflammation and an impaired functionality of the organ [16].

In view of this, we hypothesized that SINS is indirectly triggered by gut-derived MAMPs entering the liver and the circulatory system, thereby causing derangements in liver metabolism [17,18,19,20]. In order to characterize these metabolic derangements of SINS piglets for the first time, the hepatic transcriptome and plasma metabolome of piglets with high-grade SINS was compared with that of piglets with either no or only low-grade signs of the syndrome.

## 2. Materials and Methods

### 2.1. Ethical Statement

The study was approved by the authorities in Stuttgart, Baden-Wurttemburg, Germany with file numbers 35–9185.81/0415 and 35–9185.64/0035.

### 2.2. Animals and Experimental Design

The animal experiment was carried out in the conventional stables of the State Institution for Swine Breeding (Landesanstalt für Schweinezucht, LSZ, Baden-Württemburg, Boxberg, Germany). Total of 12 out of 120 piglets from 40 sows of a herd of Baden-Württemburg Genetics hybrid sows artificially inseminated with Pietrain semen were used for the experiment. The complete experiment was described by Reiner et al. [2]. From all piglets scored for SINS in this experiment, six piglets with least (SINS low) and six piglets with highest (SINS high) SINS-Scores were selected for transcriptomics.

### 2.3. Clinical Scoring

Piglets were clinically scored for SINS on the third day of life as described by Reiner et al. [2]. Owing to time constraints and to reduce the animal load, clinical signs were recorded with a digital camera (Lumix, Panasonic Corporation, Osaka, Japan). Later, images were detailly evaluated using Windows Media Player (Version 12, Microsoft GmbH, Munich, Germany) according to a standardized protocol. The tail base and tip, ears, teats and navel, coronary bands, wall horn, balls and soles of the feet along with the face were all initially assessed individually with regard to the below mentioned clinical characteristics. Clinical characteristics were scored with either 0 (=not visible sign) or 1 (=visible sign). A semiquantitative score was used in the case that different degrees or values had to be validated. The tail was scored for swelling (0/1), redness (0/1), rhagades (0/1), exudation (0/1), bleeding (0/1), tail necrosis (0/1), and annular constriction of tail tissue (0/1). The tail base was separately screened and scored for the presence of bristles (0 = present; 1 = absent), swelling of the tail base (0/1), redness of the tail base (0/1), exudation (0/1) and clinical signs of necrosis (0/1). Ears were scored for the presence of bristles (0 = present; 1 = absent), congested ear veins (0/1), and necrosis of the ears (0/1). Teats were scored for scab formation (0/1), swelling (0/1), reddening (0/1), necrosis (0/1), and congested blood vessels (0/1). The navel was scored for clinical signs of inflammation (0/1). The face was scored for edema around the eyes (0/1) and nasal oedema (0/1). Each claw was individually scored for wall layering (0/1), wall bulging (0/1), wall bleeding (0/1), sole reddening (0/1), detachment of sole from heel (0/1), reddening of heel (0/1), heel bleeding (0/1), detachment of heel (0/1), redness of coronary band (0/1), exudation of coronary band (0/1), and necrosis of coronary band (0/1). In the end, mean scores of the eight claws, resp. 4 feet were used for the calculation of the SINS-Score. Congestion of the inner thigh veins was also recorded (0/1). All individual findings were summarized to the SINS-Score without weighting. Scores between 0 and 34 were theoretically possible.

### 2.4. Sample Collection

After the clinical scoring, the piglets were euthanized and sampled. The piglets were anaesthetized intramuscularly with a mixture of 40 mg/kg ketamine (Ursotamin^®^ 10%, Serumwerk Bernburg AG, Bernburg, Germany) and 4 mg/mL azaperone (Stresnil^®^, Elanco, Indianapolis, IN, USA). This was followed by collection of 4.5 mL serum (Monovette Serum 4.5 mL, Sarstedt AG, Nümbrecht, Germany) from the cranial vena cava using a 1.2 × 4.0 mm cannula (Agani, Terumo Corporation, Tokyo, Japan) for the metabolom study. For the use of the S-Monovettes^®^, a multi-adapter (Sarstedt AG) with Luer-Lock system was used to attach the cannulae. The animals were euthanized immediately after blood collection with an intracardiac injection of 45 mg/kg pentobarbital sodium (Release^®^ 500 mg/mL, WDT Eg, Garbsen, Germany). Death was determined by auscultation of the heart with a stethoscope (double-headed stethoscope, Henry Schein GmbH, Melville, NY, USA), the absence of spontaneous respiration, and by testing the eyelid closure, cornea, nasal septum and interclaw reflexes.

The animals were placed on a stainless steel table (work table type KST-041, R&S Edelstahl und Technik GmbH, Hamm, Germany) with an absorbent pad (sick pad, Henry Schein GmbH). After death, the abdominal cavity of the animals was opened along the linea alba with a scalpel blade (Aesculap^®^ BB522, B.Braun AG, Melsungen, Germany). Approximately 1 g of material was removed from the liver at the lobus sinister medialis.

Aliquots of the liver were excised, washed in sterile ice-cold NaCl solution (0.9%) and collected in microcentrifuge tubes (Sarstedt, Nümbrecht, Germany). The liver samples were immediately snap-frozen in liquid nitrogen and stored at −80 °C, pending RNA extraction.

### 2.5. RNA Extraction, Microarray Hybridization, and Bioinformatic Analysis

Total RNA from liver aliquots (20 mg) of six suckling piglets each of the SINS low group (either no or only low-grade signs of SINS) and the SINS high group (high-grade signs of SINS) was extracted using TRIzol reagent (Invitrogen, Karlsruhe, Germany) according to the manufacturer’s protocol. RNA quantity and quality were determined spectrophotometrically and by electrophoresis as described in detail [21]. The average RNA concentration and RNA integrity number (RIN) of all total RNA samples (n = 12, means ± SD) was 454 ± 34 ng/µL and 8.0 ± 0.6, respectively. For microarray hybridization, RNA samples were sent on dry-ice to the Center of Excellence for Fluorescent Bioanalytics (Regensburg, Germany) and, following a further RNA quality check using an Agilent 2100 Bioanalyzer (RIN of all samples: 7.7 ± 0.5), processed using an Affymetrix GeneChip Porcine Gene 1.0 Sense Target array, which covers 19,212 genes represented by 394,580 probes, according to the manufacturer’s instructions as described [21]. Following scanning of the processed GeneChips, cell intensity files, which provided a single intensity value for each probe cell, were generated from the image data using the Command Console software (Affymetrix). Correction of background and normalization of probe cell intensity data was carried out using the Robust Multichip Analysis (RMA) algorithm with the Expression Console software (Affymetrix). RMA algorithm is a log scale multi-chip analysis approach fitting a robust linear model at the probe level to minimize the effect of probe-specific affinity differences. Expression levels of transcripts are measured using log transformed perfect match values, after carrying out a global background adjustment and across microarray normalization [22]. Annotation of microarrays was performed with the NetAffx annotation file “Porcine Annotations, CSV format, Release 36 (6.4 MB, 4/13/16)”. The microarray data of this study have been provided in the NCBI’s Gene Expression Omnibus public repository ([23]; “GSE167489”). Owing to the rather moderate differences in the hepatic transcriptomes between group SINS high and group SINS low, transcripts were defined as differentially expressed when the fold change (FC) between group SINS high vs. group SINS low was >1.3 or <−1.3 and the *p*-value of the unpaired Student’s *t*-test (two-tailed distribution, two-sample equal variance) was <0.05. Identical or similar filter criteria were also applied in several recent studies [21,24,25], in which treatment-induced changes of the transcriptome were only moderate and the application of more stringent filter criteria (e.g., false discovery rate and/or FC > 2.0 or <−2.0) failed to filter a substantial number of genes being sufficient to perform gene set enrichment analysis (GSEA). In the present study, filtering of differentially expressed transcripts using the Benjamini & Hochberg false discovery rate adjustment method could not be applied, because the adjusted *p*-values for all transcripts were >0.05.

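No gene could be named at this stricter level in the deposited values either. The smallest adjusted p of all 25388 transcripts from limma was 0.254, and 0 transcripts lay below 0.05, against 2884 transcripts with an unadjusted p below 0.05. The methods' t-test on the same values gave 0 transcripts and a smallest adjusted p of 0.413, with 2631 transcripts below an unadjusted p of 0.05. MVK, the mevalonate kinase of cholesterol synthesis, was among the most clearly separated genes, with a log2(FC) of 0.77 (standard error 0.14) and an adjusted p of 0.262 from limma. ARL2BP, which encodes a protein that binds the small GTPase ARL2, had a log2(FC) of −1.10 (standard error 0.21) and an adjusted p of 0.262 from the same test. In simulated data of the same size, limma found 46% of the transcripts shifted by 0.5 on the log2 scale and 86% of those shifted by 1 at an adjusted p below 0.05. The shifted transcripts were picked at random and all varied independently, so these rates do not tell whether such changes are absent in the real data. When the array of SINS high replicate 6 was left out, 171 transcripts had an adjusted p below 0.05, with a smallest value of 0.0226, whereas leaving out any other array gave 0. Of the SINS high arrays, this one lay nearest to the SINS low group. Leaving it out therefore widens the difference by itself, and the 171 transcripts are not independent evidence.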

GSEA was carried out with the list of differentially expressed transcripts in order to identify enriched Gene Ontology (GO) biological process terms using the freely available DAVID 6.8 bioinformatic resource [26,27]. Biological process terms were considered as enriched if *p* < 0.05. GSEA was carried out separately for the up- and down-regulated transcripts, respectively, for easier interpretation of data. According to this approach, biological processes identified as enriched within up-regulated and down-regulated genes are assumed to be activated and inhibited, respectively.

### 2.6. Validation of Microarray Data Using qPCR Analysis

Microarray data of 30 strongly regulated mRNAs (15 up-regulated, 15 down-regulated) were validated by qPCR. Synthesis of cDNA and qPCR analysis was performed with a Rotor-Gene Q system (Qiagen, Hilden, Germany) using gene-specific primer pairs (Eurofins MWG Operon, Ebersberg, Germany) as described recently in detail [28]. Primer pairs were designed using Primer3 [29] and Basic Local Alignment Search Tool [30]. Characteristics of primer pairs are shown in Supplementary file 1: Table S1. Normalization was carried out using multiple reference genes (ACTB, RPS9, SDHA) as described recently [31]. The mean value calculated from normalized individual values of group SINS low was set to 1 and mean and SD of group SINS high were scaled proportionally.

### 2.7. Targeted Metabolite Screening

Plasma concentrations of specific metabolites from six compound classes [acylcarnitines (n = 40), amino acids (n = 21), hexoses (n = 1), glycerophospholipids (n = 90), sphingolipids (n = 15), amino acid metabolites (n = 21)] were determined using Absolute*IDQ* p180 kit by Biocrates (Innsbruck, Austria).

### 2.8. Statistics

Prevalence of clinical signs and differences between piglets with low and high SINS scores were assessed with the IBM-SPSS program package (version 26) using chi2 test. If there were less than 5 cases in a group, Fisher’s exact test was used. All other data were evaluated by Student’s *t* test using the Minitab statistical software (Release 13, Minitab Inc., State College, PA, USA).

## 3. Results

### 3.1. Clinical SINS Scores and Organ Alterations

According to the selection criteria for the piglets to be assigned to the SINS low or SINS high group, both differed significantly in the SINS score achieved (Table 1). The extreme animals of the SINS high group had a SINS score of 12, while the animals of the SINS low group had a minimum SINS score of 0.83. In the piglets of the SINS high group, with the exception of the face, navel and claw wall, all animals were marked by clinical findings on all parts of the body examined. In most cases, the organ changes were characterized by bristle loss, swelling, and redness. Exudation and necrosis occurred in fewer animals. Such alterations were particularly present at the tail, teats, and coronary bands with low prevalence. In contrast, the piglets in the SINS low group did not show any clinical changes on the tail, ears, face, claws, and soles. In some piglets, only reddened teats, combusted veins at the hind limb, alterations of the coronary bands and heels were noticeable. Thus, alterations in piglets of the control group only occurred in particularly exposed parts of the body.

### 3.2. Expression of Genes Involved in Inflammation and Stress Response in the Liver of Piglets of the SINS Low Group and the SINS High Group

Hepatic mRNA levels of TNF, SOD1, HP, and ICAM1 were significantly increased in suckling piglets of the SINS high group compared to those of the SINS low group. In addition, hepatic mRNA level of IL6 tended (*p* < 0.1) to be increased in the SINS high group compared to the SINS low group. No differences were found between groups regarding hepatic mRNA levels of FGF21 and IL8 (Figure 1).

### 3.3. Identification of Differentially Expressed Transcripts in the Liver of Piglets between the SINS High Group and the SINS Low Group

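The liver transcriptome was measured in 12 suckling piglets on day 3 of life, 6 of the SINS low group and 6 of the SINS high group, with 1 array per piglet. The array reads each transcript with a set of short probes spread along the gene. The authors corrected the background, normalized the arrays against each other and summarized the probes with RMA, which gives 1 log2 value per transcript and array, and these deposited log2 values were used as given. The value table holds 25388 transcripts, of which 13157 carry 1 gene symbol, 523 several and 11708 none, and genes were named only from the first of these. Where several transcripts carry the same symbol, the one with the highest mean over the 12 arrays stands for the gene, which left 12217 genes. The median log2 value per array lay between 4.36 and 4.42, and the correlation between any 2 arrays between 0.964 and 0.988. The number of arrays limits the precision of each value. Each transcript was compared between the groups with limma, and log2(FC) is positive where the SINS high group was higher. A transcript is called up- or down-regulated here at the study's own filter, a fold change above 1.3 and an unadjusted p below 0.05. The exact p given beside single genes is two-sided and comes from a permutation test over all 924 ways to assign the 12 piglets to 2 groups of 6. For pathways and cell types, 42 gene lists were written from textbook membership, or for 2 of them from the study's own genes, before the data were examined, of which 41 had at least 5 measured genes. The paper was known by then and reports several of these subjects as enriched on these same arrays. For those subjects the list tests are not independent evidence. Each list was compared with all other genes by camera with a preset correlation of 0.01 between genes, and its p was adjusted over the 41 lists. Of these lists, 14 were higher and 16 lower in the SINS high group, 10 passed with fry, which tests each list against no change, and 0 passed when camera estimated the correlation from the data (smallest adjusted p = 0.074). The lipid genes that the study names are among the 14 higher lists and the 10 of fry, and the study chose them on these same piglets.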

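By camera, the lists of cell division, DNA replication and chaperones were lower, and those of red blood cell precursors, Kupffer cells and the sinusoidal endothelium higher, in the livers of SINS high piglets. Of the 25388 transcripts, 538 were up-regulated and 773 were down-regulated. Among the 12217 named genes, 277 were up-regulated and 467 down-regulated. The cell cycle list had the lowest median log2(FC) of all lists, −0.53, with 6 of 38 genes down-regulated (adjusted p = 1.34e-07 from camera, and adjusted p = 0.363 with an estimated correlation). Its mean per piglet overlapped between the groups (exact permutation test, two-sided p = 0.236), and its median was −0.30 without SINS high replicate 3. The DNA replication list followed with a median log2(FC) of −0.49 over 37 genes, of which 17 were down-regulated and 0 up-regulated (adjusted p = 5.77e-12, and adjusted p = 0.187 with an estimated correlation). Of 43 chaperones, which fold newly made proteins, 21 were down-regulated, with a median of −0.38 (adjusted p = 2.42e-14, and adjusted p = 0.173 with an estimated correlation). In the other direction, genes of red blood cell precursors had a median log2(FC) of 0.30, with 9 of 26 up-regulated and 0 down-regulated (adjusted p = 3.78e-08, and adjusted p = 0.173 with an estimated correlation). The markers of Kupffer cells, the macrophages of the liver, had a median of 0.27, with 5 of 23 up-regulated (adjusted p = 7.2e-07, and adjusted p = 0.184 with an estimated correlation). Markers of the sinusoidal endothelium, which lines the liver capillaries, had a median of 0.21, with 3 of 19 up-regulated (adjusted p = 0.000127, and adjusted p = 0.187 with an estimated correlation), and a median of 0.11 without SINS low replicate 6. The methods' t-test on the same transcripts called 386 higher and 600 lower, and limma called every one of these 986 transcripts as well. A fold change above 1.5 left 165 higher and 251 lower transcripts. Without the array of SINS high replicate 6, 893 transcripts were higher and 1254 lower.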

Considering the two filter criteria (FC > 1.3 or <−1.3; *p* < 0.05) a total of 615 transcripts out of 19,212 transcripts screened were identified as differentially expressed (up-regulated: 223, down-regulated: 392) in the liver of suckling piglets between the SINS high group and the SINS low group (Figure 2). 

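The largest increases in the SINS high group include transcripts of a flavin monooxygenase, a lectin of dendritic cells and a protein secreted by endothelial cells. FMO5, the flavin monooxygenase, had the highest log2(FC) of the called transcripts with a gene symbol, 1.94 (standard error 0.73, exact p = 0.0541). It varied widely within the groups, with 7.71 ± 0.95 in the SINS high group and 5.77 ± 1.90 in the SINS low group (SD, n = 6). CD207, which encodes the C-type lectin langerin of dendritic cells, followed with 1.91 (standard error 0.61, exact p = 0.00649). Its rise came from 3 piglets of the SINS high group at 5.45 to 6.08, while the other 9 piglets lay between 1.99 and 2.76. AKR1C1, an aldo-keto reductase of steroid and xenobiotic metabolism, reached 1.73 (standard error 0.53, exact p = 0.0238), and 2 further transcripts of this gene each had 0.83. CYP1A2, a hepatic cytochrome P450, was higher by 1.47 (standard error 0.49, exact p = 0.0411). ESM1, secreted by endothelial cells, was higher by 1.44 (standard error 0.42, exact p = 0.0238), and the fibroblast growth factor FGF14 by 1.30 (standard error 0.30, exact p = 0.00433). EPB42, a membrane skeleton protein of red blood cells, was higher in all 6 SINS high piglets than in every SINS low piglet (exact permutation test, two-sided p = 0.00216, the smallest that 6 against 6 allow), with a log2(FC) of 1.17 (standard error 0.27). By the rule used here, the 10 largest increases of named transcripts also include the complement gene C6 with 1.21, the glutamate transporter SLC1A2 with 1.28, and LOC100156277 and LOC100627844 with 1.55 and 1.28. The calls of these last 4 were lost in 4 to 9 of the 12 fits that each left out 1 array, and with the methods' t-test. At the highest p of these fits, C6 had 1.10 without SINS high replicate 5, SLC1A2 0.99 without SINS high replicate 2, LOC100156277 1.33 without SINS high replicate 4 and LOC100627844 0.95 without SINS high replicate 6, and C6 had 0.69 without SINS low replicate 1. PHYHD1 was not analysed here.

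**Figure D1:**
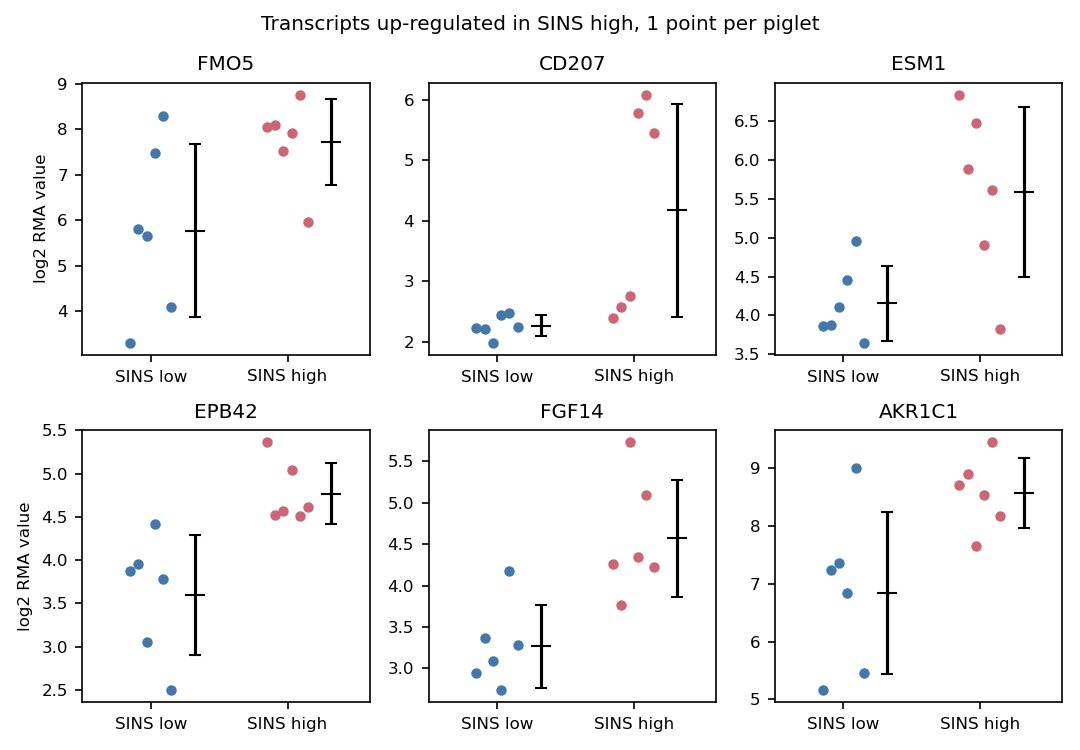
Log2 RMA values of 6 up-regulated transcripts, 1 point per piglet, with the mean and SD of each group of 6 beside the points. CD207 lies at 5.45 to 6.08 in 3 SINS high piglets and below 3 in all others, whereas EPB42 is higher in every SINS high piglet than in any SINS low piglet.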

The top 10 up-regulated transcripts were in decreasing order of their FCs: FMO5, CD207, AKR1C1, CYP1A2, ESM1, FGF14, GYPA, LOC733635, EBP42, and PHYHD1. 

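The largest decreases in the SINS high group include transcripts of a subunit of the respiratory chain and of a bile acid transporter. The transcript annotated as UGT1A6, a UDP-glucuronosyltransferase, had the lowest log2(FC) of the called transcripts with a gene symbol, −1.76 (standard error 0.46, exact p = 0.013), but 2 brighter transcripts of the same symbol were at −0.05 and −0.06. UQCR10, a small subunit of complex III of the respiratory chain, had −1.59 (standard error 0.49, exact p = 0.0216). Its fall came from 3 piglets of the SINS high group at 4.54 to 5.17, the same 3 piglets in which CD207 was high, while the other 9 piglets lay between 6.98 and 8.25. SLC51B, which encodes the beta subunit of the transporter that exports bile acids from cells, was lower with −1.19 (standard error 0.33, exact p = 0.0173). TCEAL9, listed by the paper as WBP5, had −1.29 (standard error 0.46, exact p = 0.0519) and spread over a wide range in the SINS high group, with 5.19 ± 1.30 in the SINS high group and 6.48 ± 0.23 in the SINS low group (SD, n = 6). STEAP2, a metalloreductase, was lower with −1.11 (standard error 0.41, exact p = 0.0476), and OSGIN2 with −1.06 (standard error 0.32, exact p = 0.013). ARL2BP was lower in all 6 SINS high piglets than in every SINS low piglet (exact permutation test, two-sided p = 0.00216). The ectonucleotidase-family gene ENPP4 had −0.90 (standard error 0.26, exact p = 0.0152), and a dimmer transcript of it −1.06. By the rule used here, the 10 largest decreases of named transcripts also include the calcium-binding S100G with −1.50, the chemokine CXCL14 with −1.11, the replication factor PCLAF with −1.11 and GTSF1 with −1.10. The calls of S100G, PCLAF and GTSF1 were lost in 5 to 8 of the 12 fits that each left out 1 array, and these 3 and CXCL14 were lost with the methods' t-test. Without SINS low replicate 1, GTSF1 had −0.71 and CXCL14 −0.71, while S100G had −1.13 without SINS high replicate 1 and PCLAF −0.88 without SINS high replicate 5. GINS1 was not analysed here.

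**Figure D2:**
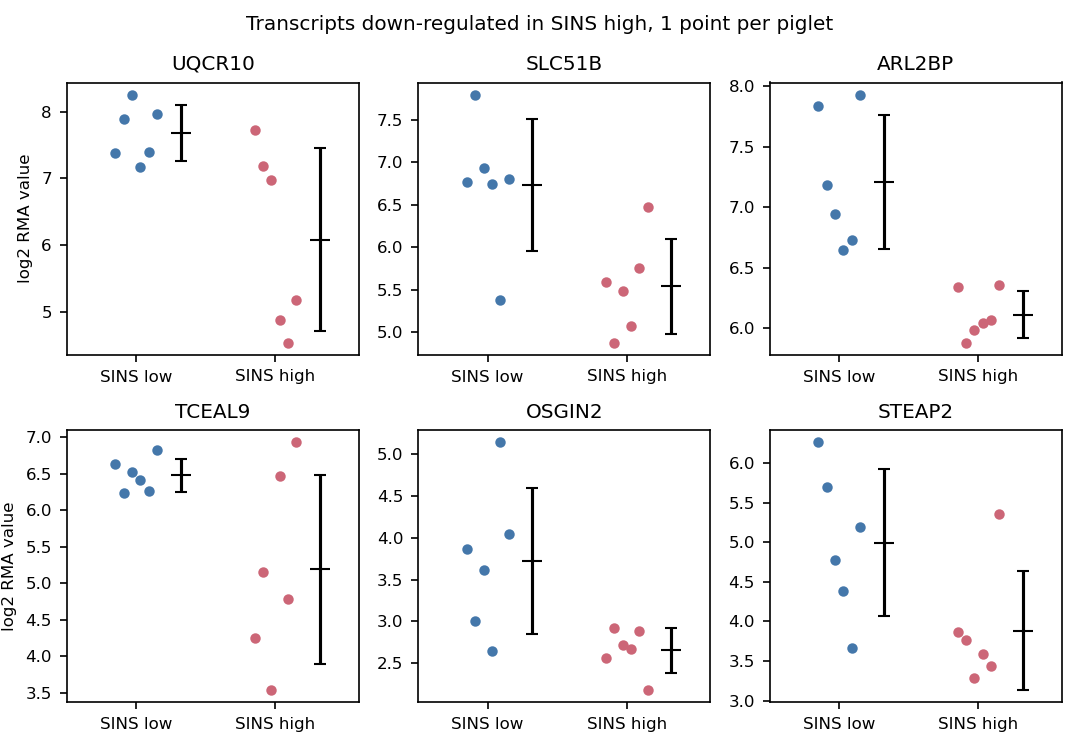
Log2 RMA values of 6 down-regulated transcripts, 1 point per piglet, with the mean and SD of each group of 6 beside the points. UQCR10 lies at 4.54 to 5.17 in 3 SINS high piglets and at 6.98 or above in all others, and ARL2BP is lower in every SINS high piglet than in any SINS low piglet.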

The top 10 down-regulated transcripts were in increasing order of their FCs: LOC100511841, UQCR10, WBP5, GINS1, SLC51B, LOC100623233, STEAP2, ARL2BP, OSGIN2, and ENPP4. The log_2_(FC) and the *p*-value of the top 10 up- and down-regulated genes are also shown in Figure 2. The log_2_(FC), FC, and *p*-value of all differentially expressed transcripts are listed in Supplementary file 1: Table S2.

### 3.4. Technical Validation of Microarray Data

Microarray data of 30 differentially expressed transcripts were validated by qPCR. As shown in Table 2, the effect direction (positive or negative log_2_(FC)) was the same between microarray and qPCR for all validated transcripts. 

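Of the 30 genes of Table 2, 26 were found under 1 gene symbol in the array data. With the p of limma all 26 passed the study's filter, 13 of them higher and 13 lower in the SINS high group. PCLAF did not pass it with the methods' t-test. All 26 had the sign that the paper gives for qPCR. The paper chose these genes as strongly regulated on these same arrays, so that they pass its filter here was built in. The median log2(FC) on the array was 1.02 over the 13 genes that were higher, where the paper's qPCR values have a median of 1.51. Over the 13 genes that were lower it was −1.00, where the paper's qPCR values have a median of −0.70. Array values were larger in size than the paper's qPCR values for 11 of the 13 lower genes and for 3 of the 13 higher genes. Among the higher genes, the myeloperoxidase gene MPO of granulocytes had 0.90 (standard error 0.30, exact p = 0.0281), and HEMGN, a nuclear protein of blood cell precursors, 1.02 (standard error 0.29, exact p = 0.0152). The ethanol-metabolizing CYP2E1 had 0.88 (standard error 0.32, exact p = 0.0498), AKR1C2 1.20 (standard error 0.31, exact p = 0.0108), with 0.58 in another transcript, and the carotenoid-cleaving BCO2 0.93 (standard error 0.25, exact p = 0.013). Among the lower genes, NDUFAF4, an assembly factor of complex I, had −1.00 (standard error 0.22, exact p = 0.00433). DNAJC9, a histone chaperone, had −1.04 (standard error 0.32, exact p = 0.0152), the mitotic spindle protein SKA1 −1.00 (standard error 0.35, exact p = 0.039), and the mucin MUC13 −1.01 (standard error 0.31, exact p = 0.0216). The proton pump subunit ATP6V0D2 had −1.00 (standard error 0.31, exact p = 0.0238) and LRRC59, a protein of the endoplasmic reticulum, −0.85 (standard error 0.32, exact p = 0.039). The array values of 24 of the 26 genes lay within 0.02 of those the paper prints for the array. ACTB, which the study used as a reference gene for qPCR, had a log2(FC) of −0.29 (standard error 0.10) on the array (exact p = 0.013), below the fold change of the filter.

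**Figure D3:**
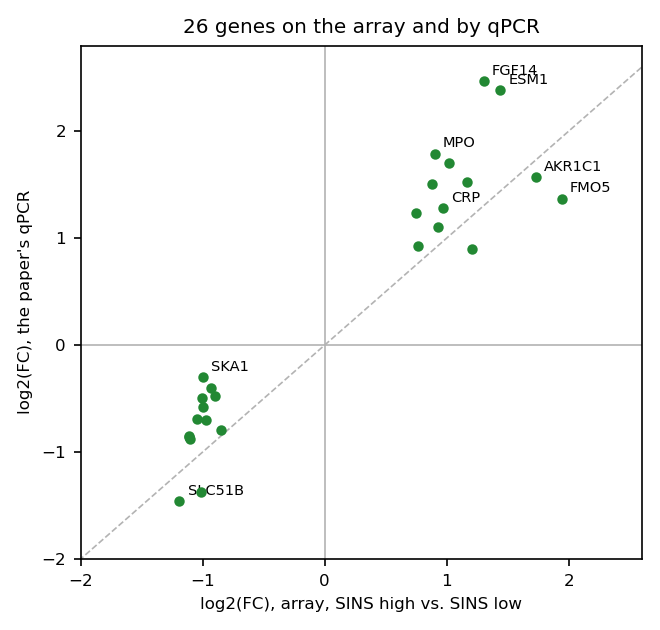
Log2(FC) of 26 genes of Table 2 in the array data (x axis) against the paper's qPCR value (y axis), 1 point per gene, with a dashed line where both are equal. All 26 points lie in the quadrants of equal sign, and 11 of the 13 lower genes lie above the line.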

As expected, the effect size (value of the log_2_(FC)) differed to some extent for the validated transcripts between microarray and qPCR. Statistical analysis of qPCR data revealed that 14 and 8 of the validated transcripts were regulated either significantly (*p* < 0.05) and tended to be regulated (*p* < 0.1), respectively, whereas 8 of the transcripts were not regulated (*p* > 0.1).

### 3.5. Identification of Biological Processes and Pathways Affected by the Differentially Expressed Transcripts in the Liver of Piglets between the SINS High Group and the SINS Low Group

To identify biological processes and pathways affected by the differentially expressed transcripts in the liver of piglets between the SINS high group and the SINS low group, GSEA was performed using GO biological process terms and KEGG pathways, respectively. GSEA of the transcripts up-regulated in suckling piglets of the SINS high group revealed that the most enriched biological process terms were exclusively related to the metabolism of organic acids, such as oxoacids and carboxylic acids including fatty acids. 

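Some genes that break down fatty acids and amino acids were up-regulated in the livers of SINS high piglets, while most did not pass the filter. Of 33 genes of fatty acid oxidation, 6 were up-regulated, 0 were down-regulated and 27 did not pass the filter, with a median log2(FC) of 0.09 (adjusted p = 0.00387 from camera, and adjusted p = 0.212 with an estimated correlation). Of these, 2 passed when adjusted over the list alone, and the median was 0.06 without SINS low replicate 6. ACADS, which oxidizes short-chain acyl-CoA, had a log2(FC) of 0.60 (standard error 0.16, exact p = 0.0108). HAO2, a peroxisomal hydroxy acid oxidase, was higher by 0.49 (standard error 0.15, exact p = 0.0216), and BDH1, which interconverts the ketone bodies, by 0.57 (standard error 0.20, exact p = 0.0346). ACAA1, the peroxisomal thiolase, had 0.39 (standard error 0.11, exact p = 0.00433), and its fold change fell to 1.3 or below without SINS low replicate 2 or 6 or SINS high replicate 4 or 5 (lowest log2(FC) 0.34). The amino acid catabolism and urea cycle list had 7 of 34 genes up-regulated and 1 down-regulated, with a median of 0.20 (adjusted p = 0.00203, and adjusted p = 0.299 with an estimated correlation). Adjusted over the list alone, 1 passed, and the median was 0.32 without SINS low replicate 4. BHMT, which remethylates homocysteine, was higher by 1.19 (standard error 0.27, exact p = 0.00649). MAT1A, the S-adenosylmethionine synthetase of the liver, was higher by 0.69 (standard error 0.23, exact p = 0.0325), and TDO2, which opens the ring of tryptophan, by 0.91 (standard error 0.31, exact p = 0.0368). GCDH of lysine breakdown had 0.44 (standard error 0.15, exact p = 0.026), and its fold change fell to 1.3 or below without SINS high replicate 3 and SINS low replicate 1 (lowest log2(FC) 0.35). CDO1, the cysteine dioxygenase, went the other way with −0.83 (standard error 0.31, exact p = 0.0476). Of 33 genes of xenobiotic metabolism, 7 were up-regulated and 1 down-regulated (adjusted p = 0.0008, and adjusted p = 0.187 with an estimated correlation), among them FMO1 with 0.53 (standard error 0.18, exact p = 0.0368).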

Examples of the most enriched (lowest *p*-value) terms are organic acid metabolic process, oxoacid metabolic process, and organic acid catabolic process. The biological process terms with *p*-values < 0.01 including the number of genes assigned to these terms are shown in Figure 3a. GSEA of the transcripts down-regulated in the suckling piglets of the SINS high group demonstrated that the most enriched biological process terms were mainly dealing with ribosome biogenesis, RNA processing, RNA splicing, and telomere organization. 

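Some of the genes that build ribosomes were down-regulated in the SINS high group, while most did not pass the filter. Of 80 genes of ribosome biogenesis, 27 were down-regulated, 0 were up-regulated and 53 did not pass the filter, and 75 of the 80 had a negative log2(FC). The median was −0.28 (adjusted p = 2.63e-19 from camera, and adjusted p = 0.173 with an estimated correlation), and 31 genes passed when adjusted over the list alone. EXOSC2, a subunit of the exosome that trims ribosomal RNA, was lower in all 6 SINS high piglets than in every SINS low piglet (exact permutation test, two-sided p = 0.00216). Its log2(FC) was −0.43 (standard error 0.09). The nucleolar protein NPM1 was lower with −0.47 (standard error 0.10, exact p = 0.00433) and NIP7, which acts in the assembly of the large ribosomal subunit, with −0.62 (standard error 0.16, exact p = 0.00866). UTP15 of the small subunit processome had −0.41 (standard error 0.10, exact p = 0.00216), and its fold change fell to 1.3 or below without SINS low replicate 4 or 6 or SINS high replicate 1 (lowest log2(FC) −0.36). The telomere list was smaller in its shift, with 5 of 22 genes down-regulated and a median of −0.13 (adjusted p = 0.00276, and adjusted p = 0.187 with an estimated correlation). On adjustment over the list alone, 5 genes passed. The paper found ribosome biogenesis and telomere organization enriched on these same arrays, so neither list is independent evidence. Of the 5 called telomere genes, 3 are DKC1, GAR1 and NHP2, which are also members of the ribosome biogenesis list, since the same proteins bind telomerase RNA and the small RNAs that modify ribosomal RNA. DKC1 was lower with −0.56 (standard error 0.15, exact p = 0.013) and GAR1 with −0.69 (standard error 0.21, exact p = 0.0216). MRE11A, a nuclease of DNA repair, had −0.52 (standard error 0.17, exact p = 0.0238). Without SINS high replicate 6, whose ribosome biogenesis mean lay above that of 4 of the 6 SINS low piglets, the median of the ribosome biogenesis list was −0.34.

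**Figure D4:**
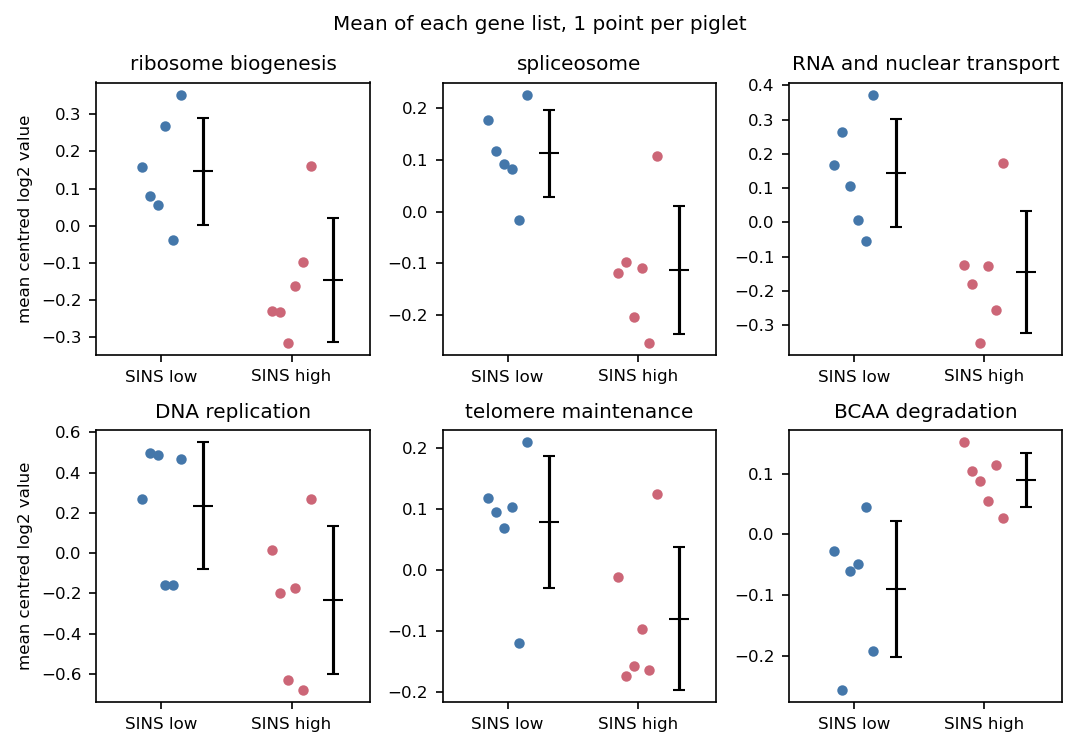
Mean of each gene list per piglet, as log2 RMA values centred on each gene's mean, with the mean and SD of each group of 6 beside the points. In the ribosome biogenesis and spliceosome lists, 5 of the 6 SINS high piglets lie below every SINS low piglet, and SINS high replicate 6 lies among the SINS low piglets.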

Owing to the large number of identified GO terms only those with *p*-values < 0.0001 including the number of genes assigned to these terms are presented in Figure 3b.

The most enriched KEGG pathways assigned to the transcripts up-regulated in the suckling piglets of the SINS high group were metabolic pathways and valine, leucine, and isoleucine degradation. 

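Several enzymes that degrade valine, leucine and isoleucine were up-regulated in the SINS high group, while most did not pass the filter. Of 32 genes on this list, 9 were up-regulated, 0 were down-regulated and 23 did not pass the filter, with a median log2(FC) of 0.21 (adjusted p = 2.55e-05 from camera, and adjusted p = 0.173 with an estimated correlation). With p-values adjusted over the list alone, 4 genes passed. The share of up-regulated genes was larger than among all other named genes (Fisher's exact test, p = 2.47e-08). Fisher's test takes the genes as independent, so its p does not measure the variation between piglets. The paper found this pathway enriched on these same arrays, so the share is not independent evidence either. DBT, the transacylase core of the branched-chain ketoacid dehydrogenase that commits these amino acids to breakdown, was higher by 0.42 (standard error 0.12, exact p = 0.00433). Its fold change fell to 1.3 or below without SINS low replicate 4 or 6 (lowest log2(FC) 0.35). IVD, the isovaleryl-CoA dehydrogenase of the leucine pathway, was higher by 0.48 (standard error 0.15, exact p = 0.0152), with 8.43 ± 0.31 in the SINS high group and 7.95 ± 0.23 in the SINS low group (SD). The short-chain enzyme ACADS and the thiolases ACAA1 and ACAA2 belong both to this list and to that of fatty acid oxidation. The list mean was higher in the SINS high group (exact permutation test over the 12 piglets, two-sided p = 0.00433).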

All KEGG pathways with a *p*-value < 0.05 including the number of genes assigned to these terms are shown in Figure 3c. 

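Several splicing factors, nuclear pore proteins and replication factors were down-regulated in the SINS high group, with most members of each list not passing the filter and 0 members of these 3 lists up-regulated. Of 87 spliceosome genes, 23 were down-regulated and 64 did not pass the filter, with a median log2(FC) of −0.22 (adjusted p = 8.81e-13 from camera, and adjusted p = 0.173 with an estimated correlation). Adjusted over the list alone, 29 passed. SRPK1, the kinase that phosphorylates SR splicing factors, was lower in all 6 SINS high piglets than in every SINS low piglet (exact permutation test, two-sided p = 0.00216), with a log2(FC) of −0.49 (standard error 0.10). SNRPA1 of the U2 particle was lower with −0.75 (standard error 0.15, exact p = 0.00433), EIF4A3 of the exon junction complex with −0.54 (standard error 0.13, exact p = 0.00433), and LSM8 of the U6 particle with −0.55 (standard error 0.14, exact p = 0.00433). Of 36 genes of RNA and nuclear transport, 11 were down-regulated, with a median of −0.28 (adjusted p = 1.16e-11, and adjusted p = 0.187 with an estimated correlation). Adjusted over the list alone, 11 passed. RANBP1, which binds the transport GTPase RAN, was lower with −0.97 (standard error 0.24, exact p = 0.0108). The nucleoporins NUP43, NUP155 and NUP160 had −0.59, −0.58 and −0.47, with standard errors of 0.15, 0.16 and 0.13. Of the 37 replication genes, 14 passed when adjusted over the list alone. MCM2 of the replicative helicase was lower with −0.76 (standard error 0.23, exact p = 0.013), HELLS, a chromatin remodeller of dividing cells, with −0.78 (standard error 0.24, exact p = 0.0216), TIPIN of the replication fork with −0.86 (standard error 0.26, exact p = 0.0173), and POLD3, a subunit of DNA polymerase delta, with −0.53 (standard error 0.16, exact p = 0.00649). The mean of SINS high replicate 6 lay within the range of the SINS low group in all 3 lists, and without it the medians were −0.26, −0.35 and −0.57. All 3 subjects were found enriched by the paper on these same arrays, so the list tests are not independent evidence.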

The most enriched KEGG pathways assigned to the transcripts down-regulated in the suckling piglets of the SINS high group were spliceosome, RNA transport, and DNA replication. All KEGG pathways with a *p*-value < 0.05 including the number of genes assigned to these terms are shown in Figure 3d.

### 3.6. Concentrations of Plasma Metabolites in Suckling Piglets of the SINS High Group and the SINS Low Group

The plasma concentrations of 21 amino acids and 15 amino acid metabolites, except ornithine, carnosine, methionine sulfoxide, and taurine, did not differ between the two groups (Supplementary file 1: Tables S3 and S4). The plasma concentration of methionine sulfoxide (Met-SO) was higher (*p* < 0.05) and that of ornithine, carnosine, and taurine tended to be higher (*p* < 0.1) in the SINS high group than in the SINS low group.

Plasma concentrations of carnitine and acyl-carnitines, lysophosphatidylcholine species, and sphingomyelin species were not different between the two groups (Supplementary file 1: Tables S5–S7). In addition, plasma concentration of hexoses did not differ between groups (SINS low: 3670.3 ± 645.6 µmol/L, SINS high: 4103.5 ± 963.5 µmol/L; n = 6/group).

Several differences between the two groups were found with regard to the plasma concentrations of phosphatidylcholine (PC) species (Supplementary file 1: Table S8). Among the diacyl (aa) PC species, the plasma concentrations of C36:6 and C40:3 were elevated (*p* < 0.05) and those of C36:4 and C38:6 tended to be elevated (*p* < 0.1) in the SINS high group compared to the SINS low group. Among the acyl-alkyl (ae) PC species, the plasma concentrations of C34:1, C38:0, and C42:3 were higher (*p* < 0.05) and those of C30:0, C30:1, C32:1, C36:0, C36:3, C36:4, C38:5, and C40:1 tended to be higher (*p* < 0.1) in the SINS high group than in the SINS low group. The sum of total aa PC species, the sum of total ae PC species, and the sum of total aa and ae PC species tended to be elevated in the SINS high group compared to the SINS low group (*p* < 0.1).

### 3.7. Correlations between Significantly Altered Plasma Metabolites and the Most Strongly Regulated Hepatic Genes in Suckling Piglets

In order to investigate the statistical relationships between altered hepatic genes expression and significantly altered plasma metabolites (PC aa C36:6, PC aa C40:3, PC ae C34:1, PC ae C38:0, PC ae C42:3, Met-SO), regression analysis was carried out. Among the up-regulated genes, the correlations as indicated by Pearson correlation coefficients (r) between hepatic gene expression level and plasma metabolite concentration was weak (r < 0.6), except PC ae C38:0 (Figure 4). Plasma concentration of PC ae C38:0 was found to be negatively correlated with the hepatic expression of ESM1 (r = −0.6031; *p* = 0.038), FGF14 (r = −0.6027; *p* = 0.038), and LOC100517145 (r = −0.7098; *p* = 0.01) (Figure 4). Similarly, among the down-regulated genes correlations between hepatic gene expression and plasma metabolite concentrations were weak (r < 0.6), except PC ae 36:6, which was positively correlated with hepatic gene expression of JUN (r = 0.6539; *p* = 0.021) and MUC3 (0.6462; *p* = 0.023), and PC ae C38:0, which was positively correlated with hepatic gene expression of CYCS (r = 0.6108; *p* = 0.035), JUN (r = 0.6398; *p* = 0.025), and NDUFAF4 (r = 0.6122; *p* = 0.034) (Figure 4).

## 4. Discussion

In line with the recently raised assumption of a central role of an inflammatory condition triggered by MAMPs, such as LPS, in the development of SINS [1,2,3,9], the present study provides the first evidence for the induction of an inflammatory process in the liver of piglets with high-grade SINS. This was evident from the observation that several hepatic pro-inflammatory genes and genes involved in stress response, such as TNF, HP, ICAM1, and SOD1 according to qPCR data and CRP according to microarray data, were induced in piglets of the SINS high group compared to those of the SINS low group. 

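On the array, CRP and 3 other acute-phase genes were up-regulated in the SINS high group, while TNF, IL6 and CXCL8 did not pass the filter. CRP, which binds bacterial surfaces and is released by the liver in inflammation, had a log2(FC) of 0.97 (standard error 0.32, exact p = 0.026), with 7.33 ± 0.49 in the SINS high group and 6.36 ± 0.76 in the SINS low group (SD). Of 20 acute-phase genes, 4 were up-regulated, 0 were down-regulated and 16 did not pass the filter, with a median of 0.11 (adjusted p = 0.00272 from camera, and adjusted p = 0.187 with an estimated correlation). Adjusted over the list alone, 0 passed. Secretory proteins of hepatocytes had a median of 0.09, with 2 of 23 up-regulated and 20 positive (adjusted p = 0.00167, and adjusted p = 0.202 with an estimated correlation). The copper transport protein gene CP was higher by 0.75 (standard error 0.27, exact p = 0.0455) and LRG1 by 0.49 (standard error 0.15, exact p = 0.0173). HPX, which binds free heme, had 0.32 (standard error 0.10, exact p = 0.00649), below the fold change of the filter. Of 23 complement genes, 4 were up-regulated and 22 had a positive log2(FC), with a median of 0.30 (adjusted p = 3.49e-08, and adjusted p = 0.184 with an estimated correlation). C4A was higher by 0.53 (standard error 0.15, exact p = 0.0173), C5 by 0.51 (standard error 0.16, exact p = 0.0216) and C4BPB by 0.75 (standard error 0.22, exact p = 0.0216). TLR4, the receptor that senses LPS, was higher by 0.58 (standard error 0.18, exact p = 0.0173), and NFKBIZ, a regulator of NF-kB target genes, by 0.51 (standard error 0.14, exact p = 0.00866). TLR8 had 0.37 (standard error 0.11), just under the fold change of the filter, and was higher in all 6 SINS high piglets than in every SINS low piglet (exact permutation test, two-sided p = 0.00216), and it passed the filter in 7 of the 12 fits that left out 1 array. The gene was dim and this separation narrow, with a lowest SINS high value of 3.23 and a highest SINS low value of 3.22. The chemokine gene CCL2 was lower with −0.93 (standard error 0.31, exact p = 0.0281) and the transcription factor gene JUN with −0.66 (standard error 0.22, exact p = 0.0108). JUN belongs to the AP-1 and immediate early genes, which were lower as a list, with a median of −0.30, 14 of 16 negative and 2 down-regulated (adjusted p = 0.00126, and adjusted p = 0.187 with an estimated correlation). The median of this list was −0.18 without SINS high replicate 1 and −0.44 without SINS high replicate 3. Genes induced by interferon had a median of 0.20, with 5 of 26 up-regulated (adjusted p = 0.000683, and adjusted p = 0.312 with an estimated correlation). Their median was 0.13 without SINS low replicate 6 and 0.29 without SINS low replicate 2. TNF had 0.32 (standard error 0.15, exact p = 0.0974), ICAM1 0.14 (standard error 0.12, exact p = 0.271) and HP 0.12 (standard error 0.09, exact p = 0.0952), none of which passed the filter, and TNF passed it without SINS low replicate 5 or SINS high replicate 4 (log2(FC) 0.40 and 0.41). Leaving out 1 array moved ICAM1 between 0.07 (without SINS high replicate 1) and 0.22 (without SINS high replicate 2), and HP to 0.07 without SINS low replicate 1. IL6, CXCL8 and FGF21 had −0.03, −0.12 and −0.11 with standard errors of 0.09, 0.17 and 0.74, and SOD1 was not analysed here. IL6 and FGF21 changed sign in fits that left out 1 array, and CXCL8 lay between −0.20 and −0.03. By mean signal, IL6 and CXCL8 were dim, at percentiles 16.4 and 22.2 of all transcripts, and HP was among the brightest at 99.9. TNF was also dim, at 2.89 to 3.88 over the 12 piglets, where the median per array was 4.36 to 4.42. Of the 46 cytokine and NF-kB genes, 2 were up-regulated and 1 down-regulated (adjusted p = 0.0165, and adjusted p = 0.187 with an estimated correlation), and the call of this list was lost without SINS low replicate 6 (adjusted p = 0.0573), SINS high replicate 1 (0.0625, median 0.06) or SINS high replicate 3 (0.0524, median 0.04). Markers of neutrophils and their precursors had a median of 0.28, with 1 of 14 up-regulated (adjusted p = 0.0011, and adjusted p = 0.187 with an estimated correlation), and of 0.17 without SINS low replicate 6. From CRP on the array together with TNF, HP, ICAM1 and SOD1 by qPCR, the paper reasons that an inflammatory process was induced in the liver of piglets with high-grade SINS.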

Since the piglets of this study were scored for clinical signs of SINS as early as the third day of life, our observations suggest that the inflammatory condition in the liver develops already intrauterine. Histo-pathological results of granulocytes, macrophages, and lymphocytes in the area of the inflammatory alterations at the tail of newborn SINS piglets directly after birth [3], support this assumption. Macrophages appear only after 2 to 3 days and lymphocytes only after at least 4 days [32] following the triggering insult. It can therefore be concluded that the trigger for the inflammation at the base of the tail must have occurred well before birth. Recently, it was demonstrated in mice that LPS injected into the intrauterine space gains access to the maternal-fetal compartment and interacts with the cells expressing functional TLR4, a receptor sensing MAMPs, in the placenta and fetus [33]. Regarding positive associations between plasma LPS concentration of sows and severity of SINS symptoms of the piglets [10,11,13], it is therefore likely that the hepatic inflammatory process in SINS-affected piglets was caused by MAMPs.

Following our hypothesis that metabolic derangements in the liver of SINS-affected piglets occur as a consequence of MAMPs entering the liver, we compared the hepatic transcriptome and plasma metabolome of piglets with high-grade SINS with that of piglets with either no or only low-grade signs of the syndrome. The most striking finding from hepatic transcript profiling and bioinformatic enrichment analysis using gene ontology category “biological process” was that the most enriched biological processes associated with the approximately 220 genes induced in the liver of the SINS high group were exclusively related to metabolic pathways, such as fatty acid metabolic process, cellular lipid metabolic process, carboxylic acid metabolic process, oxoacid metabolic process, and organic acid metabolic process. This was confirmed by gene set enrichment analysis using KEGG pathways demonstrating that the most enriched KEGG pathway associated with the genes induced in the SINS high group was the term metabolic pathways. 

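Of the genes that the study names as the lipid genes induced in the SINS high group, 10 were measured under 1 gene symbol and all 10 were up-regulated. The study chose them on these same piglets, so their shared direction and the 10 that pass when adjusted over this list alone are not independent evidence. ME3, the mitochondrial malic enzyme, was higher by 0.69 (standard error 0.23, exact p = 0.0281), and INSIG1, which holds back cholesterol synthesis in the endoplasmic reticulum, by 0.71 (standard error 0.25, exact p = 0.0368). ACSM3, which activates medium-chain fatty acids, had 0.70 (standard error 0.25, exact p = 0.0433), and ALDH5A1, which oxidizes succinate semialdehyde, 0.47 (standard error 0.11, exact p = 0.00433). LPIN3, a phosphatidate phosphatase, had 0.39 (standard error 0.13, exact p = 0.0108), and its fold change fell to 1.3 or below in 5 of the 12 fits that left out 1 array (without SINS low replicate 1 or 2 or SINS high replicate 1, 2 or 5, lowest log2(FC) 0.30). Of 28 genes of fatty acid and triacylglycerol synthesis, listed apart from the study's choice, 3 were up-regulated and 1 was down-regulated, with a median log2(FC) of 0.06 (adjusted p = 0.311 from camera, not called). Without SINS high replicate 1 the median was 0.02 and without SINS low replicate 3 0.12. DGAT2, which makes triacylglycerol, had 0.43 (standard error 0.17, exact p = 0.0433), and its fold change or p missed the filter without SINS low replicate 4 or SINS high replicate 5. AGPAT1, an acyltransferase of phosphatidic acid synthesis, went the other way with −0.46 (standard error 0.13, exact p = 0.0108), and THRSP, a marker of lipid synthesis, had 1.12 (standard error 0.58, exact p = 0.134) without passing the filter. THRSP had 0.59 without SINS low replicate 1, and it passed the filter without SINS low replicate 2 or 5 (1.42 and 1.43). Of 15 cholesterol synthesis genes, 2 were up-regulated and 0 were down-regulated, with a median of 0.06 (adjusted p = 0.124, not called). The 2 were INSIG1 and MVK, and MVK was the only one of the list to pass when adjusted over the list alone. The median turned to −0.07 without SINS low replicate 4 and rose to 0.14 without SINS high replicate 3. The list became called without SINS low replicate 1 (adjusted p = 0.00573), and without SINS high replicate 3, 4 or 5 (0.0343, 0.0463 and 0.0477).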

The strong involvement of genes dealing with fatty acid and lipid metabolism in the liver of piglets of the SINS high group was reflected by the induction of malic enzyme 3 (ME3), insulin induced gene 1 (INSIG1), lipin 3 (LPIN3), acetyl-CoA acyltransferase 1 (ACAA1), acyl-CoA dehydrogenase, C-2 to C-3 short chain (ACADS), acyl-CoA synthetase medium-chain family member 3 (ACSM3), aldehyde dehydrogenase 5 family member A1 (ALDH5A1), glutaryl-CoA dehydrogenase (GCDH), hydroxyacid oxidase 2 (HAO2), and isovaleryl-CoA dehydrogenase (IVD). In contrast to the hepatic genes induced in the SINS high group, enrichment analysis using gene ontology category “biological process” and KEGG pathways within the hepatic genes repressed (≈390) in the SINS high group revealed ribosome biogenesis, RNA processing, RNA splicing, spliceosome, and RNA transport as the most enriched biological processes and pathways. While the specific metabolic consequence of these findings is less clear, it shows that SINS generally affects biological processes which play a role in gene transcription, thus explaining that SINS is associated with an altered hepatic transcriptome. Future studies are necessary to unravel the relevance of these findings.

In order to clarify if the SINS-induced alterations of metabolic pathways observed at the level of hepatic transcriptome was associated with changes at the level of metabolome, the plasma metabolome of the piglets was screened for changes between the SINS high group and the SINS low group using targeted analysis of several important classes of metabolic compounds. While piglets of both groups did not differ with regard to the plasma concentrations of amino acids, biogenic amines, acylcarnitines, hexoses, and sphingolipid species at that age, changes between groups were found regarding a number of specific lipid species, which are in line with our results from hepatic transcriptomic analysis that the genes induced in the SINS high group were preferentially involved in metabolic processes dealing with fatty acid metabolism. Namely, the diacyl PC species, C36:6 and C40:3, and the acyl-alkyl PC species, C34:1, C38:0, and C42:3, were significantly elevated in the plasma of piglets of the SINS high group. In addition, several diacyl (C36:4 and C38:6) and acyl-alkyl (C30:0, C30:1, C32:1, C36:0, C36:3, C36:4, C38:5, and C40:1) PC species in the plasma tended to be higher in piglets of the SINS high group than in those of the SINS low group. Although the precise meaning of these changes in plasma lipid species with regard to SINS is unknown, it is well documented that chronic liver diseases with an inflammatory component, such as non-alcoholic steatohepatitis, are associated with profound changes of fatty acid composition and total phospholipid content in the liver [34,35,36]. Such changes are likely explained by the existence of multiple crosstalk between inflammatory signaling pathways, such as NF-κB and UPR, and hepatic lipid metabolic pathways [37]. Interestingly, correlation analysis between altered lipid metabolites and hepatic transcript levels revealed positive correlations between the acyl-alkyl PC species 36:6 and 38:0 and hepatic transcript level of JUN, a well-known pro-inflammatory transcription factor encoding Jun proto-oncogene, AP-1 transcription factor subunit. Even though it is no proof of a causal link between hepatic inflammation and hepatic lipid metabolic derangements in SINS, our observation is at least indicative of an association between both symptoms. Further proof is required to substantiate this association.

## 5. Conclusions

In conclusion, the present study provides the first evidence that hepatic inflammation and lipid metabolic derangements occur in the liver of piglets with high-grade SINS compared with piglets with either no or only low-grade signs of the syndrome.

## Figures and Tables

**Figure 1:**
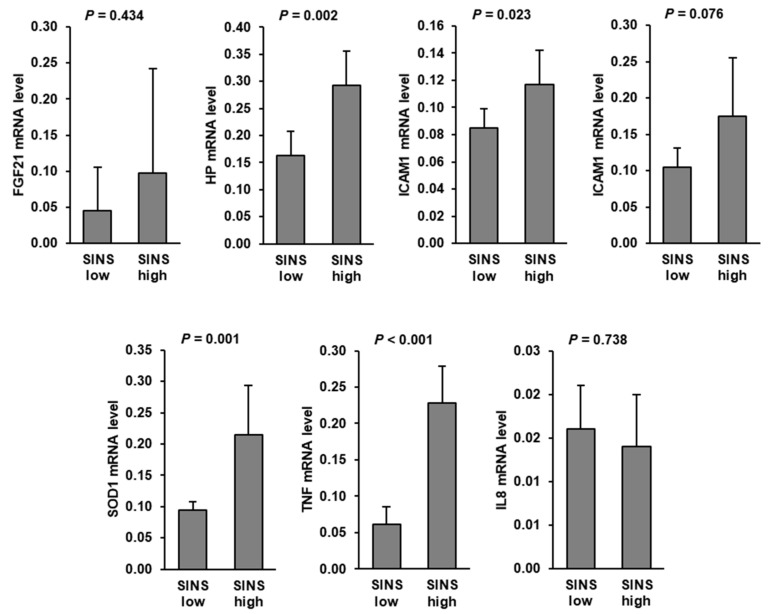
Relative mRNA levels of genes involved in inflammation and stress response in the liver of suckling piglets of the SINS high group and the SINS low group. Data are means ± SD for n = 6 piglets per group.

**Figure 2:**
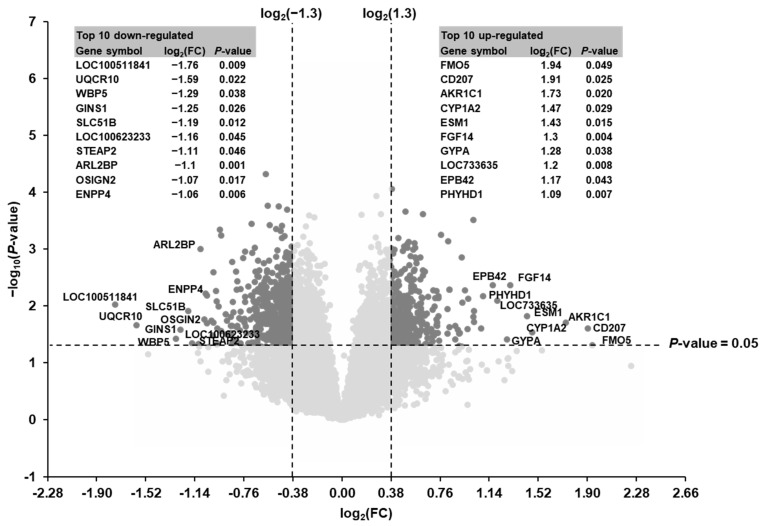
Volcano plot illustrating the differentially regulated transcripts in the liver of suckling piglets between the SINS high group and the SINS low group. The double filtering criteria are indicated by horizontal (*p*-value < 0.05) and vertical (FC > 1.3 or FC < −1.3) dashed lines. Transcripts in the upper left and the upper right corner represent the down-regulated and the up-regulated transcripts, respectively. The top 10 up- and down-regulated transcripts are indicated with their gene symbols and log2(FC) and *p*-values are presented in the tables in the left (down-regulated) and right (up-regulated).

**Figure 3:**
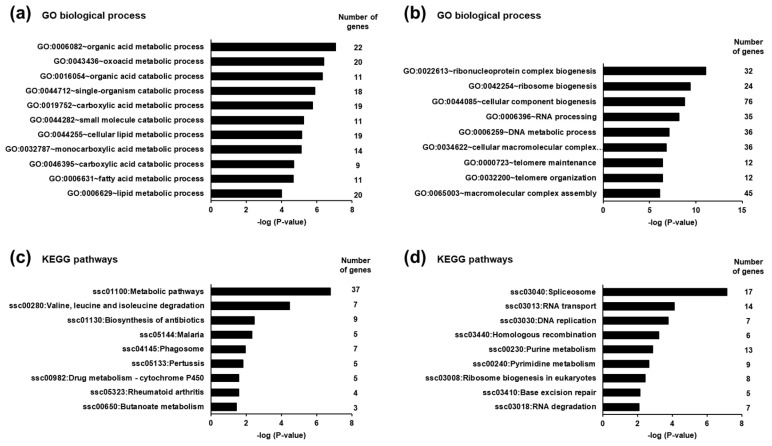
Most enriched gene ontology (GO) biological process terms (**a**,**b**) and KEGG pathways (**c**,**d**) associated with the genes up-regulated (**a**,**c**) and down-regulated (**b**,**d**) in suckling piglets between the SINS high group and the SINS low group. GO terms and KEGG pathways are sorted by their enrichment *p*-values (EASE score) (top: lowest *p*-value, bottom: highest *p*-value). (**a**) Only GO terms with *p*-values < 0.0001 are shown. (**b**) Only GO terms with *p*-values < 0.000001 are shown. (**c**) Only KEGG pathways with *p*-values < 0.05 are shown. (**d**) Only KEGG pathways with *p*-values < 0.01 are shown.

**Figure 4:**
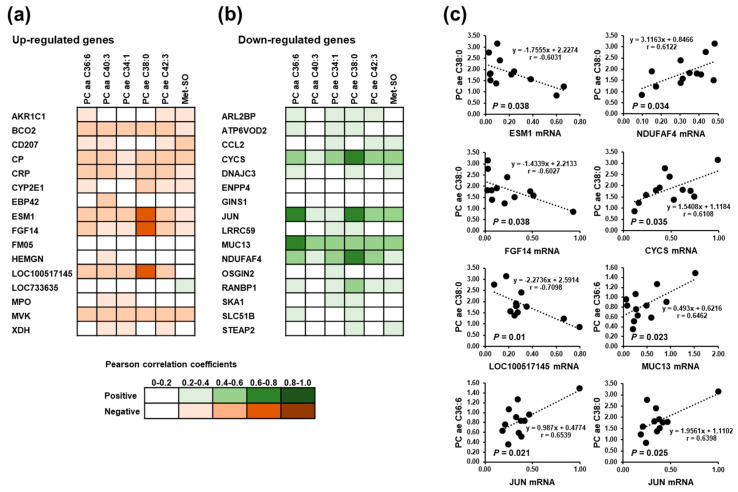
Pearson correlation coefficients from correlation analysis between significantly altered plasma metabolites and the most strongly up-regulated (**a**) and down-regulated (**b**) hepatic genes in the suckling piglets. (**c**) Linear regression for the significant correlations.

**Table 1:** Prevalence of clinical signs in different body parts in piglets of the swine inflammation and necrosis syndrome (SINS) low group and the SINS high group.

Body Part	Clinical Signs	SINS Low	SINS High	*p*-Value
Tail base	no bristles	0.0	100.0	0.001
	swelling	0.0	100.0	0.001
	redness	0.0	16.7	
	exudation	0.0	16.7	
	necrosis	0.0	0.0	
	any	0.0	100.0	0.001
Tail	swelling	0.0	67.7	0.03
	scab formation	0.0	83.3	0.008
	rhagades	0.0	67.7	0.03
	exudation	0.0	100.0	0.001
	necrosis	0.0	16.7	
	annular constriction of tail tissue	0.0	0.0	
	bleeding	0.0	0.0	
	loss	0.0	0.0	
	any	0.0	100.0	0.001
Ears	no bristles	0.0	33.3	
	veins combusted	0.0	83.3	0.008
	necrosis	0.0	0.0	
	any	0.0	100.0	0.001
Face	eye edema	0.0	33.3	
	nasal edema	0.0	16.7	
	any	0.0	33.3	
Teats	veins combusted	0	33.3	
	swelling	0	83.3	0.008
	redness	16.7	33.3	
	necrosis	0	16.7	
	any	16.7	100.0	0.008
Thighs	veins combusted	33.3	83.3	
Navel	inflammation	50.0	33.3	
Coronary bands	redness	50.0	100.0	
	exudation	66.7	100.0	
	necrosis	0.0	50.0	
	any	66.7	100.0	
Claw wall	bulging	0.0	88.3	0.008
	bleeding	0.0	0.0	
	any	0.0	88.3	0.008
Soles	redness	0.0	100.0	0.001
	detachment	0.0	16.7	
	any	0.0	100.0	0.001
Heels	swelling	100.0	66.7	
	redness	83.3	83.3	
	cracks	16.7	0.0	
	detachment	0.0	0.0	
	any	100.0	100.0	
SINS-Score		0.8 ± 0.6	12.0 ± 1.2	<0.001

**Table 2:** qPCR validation of selected microarray data.

Gene Symbol	log_2_(FC) SINS High vs. SINS Low		*p*-Value	
	Microarray	qPCR	Microarray	qPCR
*FMO5*	1.94	1.37	0.049	0.067
*AKR1C1*	1.73	1.57	0.020	0.017
*ESM1*	1.43	2.38	0.015	0.016
*FGF14*	1.30	2.47	0.004	0.017
*AKR1C2*	1.20	0.90	0.008	0.097
*EPB42*	1.17	1.52	0.004	0.037
*HEMGN*	1.02	1.70	0.012	0.110
*CRP*	0.97	1.28	0.025	0.053
*BCO2*	0.93	1.10	0.009	0.040
*C3*	0.91	0.93	0.030	0.080
*MPO*	0.90	1.79	0.026	0.086
*XDH*	0.88	1.48	0.023	0.009
*CYP2E1*	0.87	1.51	0.039	0.012
*MVK*	0.77	0.93	0.001	0.001
*CP*	0.75	1.23	0.040	0.011
*GINS1*	−1.25	−0.93	0.026	0.054
*SLC51B*	−1.19	−1.46	0.012	0.022
*PCLAF*	−1.16	−0.85	0.045	0.120
*STEAP2*	−1.11	−0.86	0.046	0.134
*ARL2BP*	−1.10	−0.88	0.001	0.029
*ENPP4*	−1.06	−0.48	0.006	0.278
*DNAJC9*	−1.04	−0.69	0.020	0.077
*SKA1*	−1.00	−0.30	0.033	0.487
*NDUFAF4*	−1.00	−0.49	0.003	0.153
*CCL2*	−0.93	−0.40	0.028	0.363
*MUC13*	−1.01	−1.37	0.018	0.085
*ATP6V0D2*	−1.00	−0.58	0.020	0.085
*RANBP1*	−0.98	−0.70	0.005	0.067
*CYCS*	−0.94	−0.55	<0.001	0.250
*LRRC59*	−0.86	−0.79	0.046	0.123

## Data Availability

The microarray data have been deposited in MIAME compliant format in the NCBI´s Gene Expression Omnibus public repository “GSE167489”. The other datasets used and analyzed during the current study are available from the corresponding author on reasonable request.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2076-2615/11/3/772/s1. Table S1: Characteristics of gene-specific primers. 

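Table S2 gives, for each differentially expressed transcript, its gene symbol, the fold change between the group SINS high and the group SINS low, the p-value of the study's test and an adjusted p-value, with a down-regulated transcript written as a negative fold change. Of its listed transcripts, 614 were read here, 222 with a positive and 392 with a negative fold change. For 493 of them a transcript with the same single gene symbol was found in the deposited values, and 487 of these had a fold change within 0.02 on the log2 scale of the listed one. Where several transcripts carry the symbol, the one nearest to the listed value was taken, so part of this closeness is built in, and with the transcript of the highest mean it was 474. PPAT, an enzyme of purine synthesis, is listed with a fold change of 1.53 and had 1.54 in its nearest transcript here, while the PPAT transcript with the highest mean had a log2(FC) of 0.49. EIF4A3 is listed with −1.46 and had −1.45, and the beta-globin gene HBB is listed with 1.50 and had 1.51. Among the 493, 489 passed the study's filter with limma and 487 with the methods' t-test. LOC100520848, named here after its values were seen, is listed with −1.33 and had 1.01, and it was the only one of the 493 with another sign. The smallest fold change listed is 1.31 in size, and 1 listed adjusted p-value is above 1, at 1.203.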

Table S2: Fold change (FC) and p-value of all differentially expressed transcripts. Table S3: Plasma concentrations of amino acids in suckling piglets of the SINS high group and the SINS low group. Table S4: Plasma concentrations of biogenic amines and other amino acid metabolites in suckling piglets of the SINS high group and the SINS low group. Table S5: Plasma concentrations of carnitine and acylcarnitines in suckling piglets of the SINS high group and the SINS low group. Table S6: Plasma concentrations of lysophosphatidylcholine (LPC) species in suckling piglets of the SINS high group and the SINS low group. Table S7: Plasma concentrations of sphingomyelin (SM) and hydroxy sphingomyelin (SM (OH)) species in suckling piglets of the SINS high group and the SINS low group. Table S8: Plasma concentrations of diacyl (aa) and acyl-alkyl (ae) phosphatidylcholine (PC) species in suckling piglets of the SINS high group and the SINS low group.

# Supplementary material for: Swine Inflammation and Necrosis Syndrome Is Associated with Plasma Metabolites and Liver Transcriptome in Affected Piglets
**Source:** Animals (Basel). 2021 Mar 11;11(3):772. doi: 10.3390/ani11030772
**Supplement:** Supplementary file 1

Supplementary file 1

Table S1 Characteristics of gene-specific primers

Gene	Forward primer (from 5` to 3`)<br>Reverse primer (from 5` to 3`)	PCR product size<br>(bp)	NCBI GenBank<br>Accession no.	Annealing<br>temperature
<i>Reference genes</i>				
<i>ACTB</i>	GACATCCGCAAGGACCTCTA<br>ACATCTGCTGGAAGGTGGAC	205	XM_003124280	60
<i>ATP5G1</i>	CAGTCACCTTGAGCCGGGCGA<br>TAGCGCCCCGGTGGTTTGC	94	NM_001025218	64
<i>GAPDH</i>	GTCGGAGTGAACGGATTTGG<br>CCACTCCGGACACGCTTGCA	218	NM_001206359	59
<i>RPS9</i>	GTCGCAAGACTTATGTGACC<br>AGCTTAAAGACCTGGGTCTG	325	XM_003356050	60
<i>HAS2</i>	GAAAAGGCTAACCTACCCTG<br>TGTTGGACAAGACCAGTTGG	218	NM_214053	60
<i>Target genes</i>				
<i>AKR1C1</i>	TACAAGCCCGTCTGCAACCA<br>GCGAAGGGCAATTACGGCTG	225	NM_001044569	60
<i>AKR1C2</i>	ACCTTGCTCCTCCTACACAATG<br>TCAGGTGCATACGTGCCAAA	207	NM_001044570	60
<i>ARL2BP</i>	GCTGTCTTCTCTTCCGCCT<br>GCCGCCATGTTAAACCCAGG	146	XM_003126968	60
<i>ATP6V0D2</i>	GACCCTTACCCAACCTGTGG<br>ATGTCTTTCCCCCACTGCCAT	180	XM_003125581	60
<i>BCO2</i>	AATGCCTTTGAGGACCAGGG<br>TCAGCCTGTTTCACAGCACT	248	XM_003129854	60
<i>C3</i>	GCCACATCCTACGCCCTCTT<br>GGTACATGGTCACCACCGACA	352	NM_214009	60

<i>CCL2</i>	CTGCACCCAGGTCCTTGC<br>GACCCACTTCTGCTTGGGTTC	199	NM_214214	60
<i>CP</i>	GGTGGGAGACACCATCCGAG<br>GTGAGGCAGAAGGAGGCACA	155	NM_001267694	60
<i>CRP</i>	GAAGCTGTCACTGTGTCTCCTGG<br>AGTAAAGGCCGTGAGTGGTTTGG	154	NM_213844	60
<i>CYCS</i>	ACAAGGTCAGGCTGTTAGAATGC<br>GCTGATGGTACAGCTCCCCTA	144	NM_001129970	60
<i>CYP2E1</i>	TCTCCATCTGGAAGCACATC<br>TAGTGGAGCAAGACCTCCTT	220	NM_214421	60
<i>DNAJC9</i>	TGCTGGAGAGGTCCCATCCTAT<br>CCACTCCTTCATCAAGCCCCA	137	XM_003483498	60
<i>ENPP4</i>	TCGACCCGGCAGACTACACT<br>CCGTGGTCACCTAGTTTGAGGG	247	XM_001924940	60
<i>EPB42</i>	GGCATTTCCTGTGGTCAAGTGG<br>TGCTCGGCATTGTTTCTCGC	103	XM_013993102	60
<i>ESM1</i>	CCTTCGGGATGGAATGCAAGC<br>CACCCAGGATCAGCGTGGA	245	XM_013984770	60
<i>FGF14</i>	AACAGGAATCTGGTAGAGCCTGG<br>GTTCTCGGTACATGGCAACTTCC	135	XM_001924895	60
<i>FGF21</i>	CGATACCTCTACACGGATGA<br>CGTTGTAGCCATCCTCAAGA	262	NM_001163410	60
<i>FMO5</i>	TGATCCAGCCCTTAGGTGCC<br>GTATGGCGTTGGCTGTCCAC	169	XM_001928594	60
<i>GINS1</i>	AGGCTTGGACATCACACAGGAT<br>GCAATGGGCGAGTGAGGTTATG	213	XM_003483911	60
<i>HP</i>	GTTTCGCTATCACTGCCAAAC<br>CAGTTTCTCTCCAGTGACCT	108	NM_214000	60
<i>HEMGN</i>	GCCTGAGGACTGTGCATCTG<br>CTCTGGTTCTTCTGCTTTGGGT	250	XM_021066411	60
<i>ICAM1</i>	CGGTGGCAGCCGTGGCTATC<br>TTGATGCAGCCCCGCTCGTC	208	NM_213816	60

<i>IL6</i>	AAGGTGATGCCACCTCAGAC<br>TCTGCCAGTACCTCCTTGCT	151	NM_001252429	60
<i>IL8</i>	ACTTCCAAACTGGCTGTTGC<br>GGAATGCGTATTTATGCACTGG	120	NM_213867	60
<i>LRRC59</i>	AGCCTCAGCGACCTGAATGA<br>CCACAGAACTCCGACGGTAGA	113	NM_001244951	60
<i>MPO</i>	ACTTTACCCCTGAGCCTGCC<br>CGTTGGTTCTTGATGCGGGG	130	XM_003131655	58
<i>MUC13</i>	TGTGTGTTGCTTTGGGTCCAG<br>CACAGCCAACTCCACTGTAGC	171	NM_001105293	60
<i>MVK</i>	CTGTGGCCTTGAACCTTGAGA<br>CTGCTGGATGCCAATGTTTG	92	XM_001929184	60
<i>NDUFAF4</i>	AGTTGAAACCTTCCCCTGCTCC<br>CCTTTGGCTTCTGATGTGCTCC	204	XM_001925477	60
<i>PCLAF</i>	GGAAGGTGTTGGGTTCCCTCCA<br>TGTGTCTTCAGGTGGCAAAGGA	60	NM_001244997	248
<i>RANBP1</i>	TCCACCGAGAATGCTGACGA<br>CCTTCCACTCTGGGAGGTCG	60	NM_001185070	166
<i>SKA1</i>	GCAGAGCTTCACTTTACCTCGC<br>TTGGCTGGTTCTTCAGGGTCA	386	XM_001926548	58
<i>SLC51B</i>	TTCAAGAGGTGACAGCCGTGT<br>TGCTCTGTTCTGTTGGG	230	XM_003121716	58
<i>SOD1</i>	TCCATGTCCATCAGTTTGGA<br>CTGCCCAAGTCATCTGGTTT	250	NM_001190422	60
<i>STEAP2</i>	ATGTTGCCTACAGCCTCTGCT<br>GGATGGAGGTGACTGCCAGG	192	XM_003357423	60
<i>TNF</i>	CCAAGGACTCAGATCATCGT<br>GCTGGTTGTCTTTCAGCTTC	146	NM_214022	60
<i>XDH</i>	AGACCACAAGCAGGTCACCC<br>CGCTCCCCTTCAAACGCAG	147	NM_001285974	60

Table S2 Fold change (FC) and *P*-value of all differentially expressed transcripts*

Gene Symbol	Gene Description	SINS high vs. SINS low		
		FC	P-value	FDR
Upregulated				
FMO5	flavin containing monooxygenase 5	3.84	0.0494	0.482
CD207	CD207 molecule, langerin	3.75	0.0250	0.441
AKR1C1	aldo-keto reductase family 1, member C1	3.32	0.0197	0.429
CYP1A2	cytochrome P450, family 1, subfamily A, polypeptide 2	2.78	0.0291	0.453
ESM1	endothelial cell-specific molecule 1	2.70	0.0152	0.431
FGF14	fibroblast growth factor 14	2.47	0.0043	0.441
GYPA	glycophorin A (MNS blood group)	2.43	0.0383	0.466
LOC733635	aldo-keto reductase family 1 member C2-like	2.30	0.0080	0.419
EPB42	erythrocyte membrane protein band 4.2	2.25	0.0043	0.444
PHYHD1	phytanoyl-CoA dioxygenase domain containing 1	2.13	0.0067	0.422
LOC100736962	liver carboxylesterase	2.11	0.0247	0.440
HEMGN	hemogen	2.03	0.0123	0.429
SFTPA1	surfactant protein A1	2.03	0.0193	0.428
LOC100627616	calcium-activated potassium channel subunit alpha-1-like	2.02	0.0156	0.432
AKAP5	A kinase (PRKA) anchor protein 5	2.02	0.0003	0.555
ADGRG6	adhesion G protein-coupled receptor G6	1.97	0.0074	0.416
CRP	C-reactive protein, pentraxin-related	1.96	0.0253	0.444
LOC100738010	deoxyribonuclease gamma	1.93	0.0053	0.430
BCO2	beta-carotene oxygenase 2	1.91	0.0087	0.423
NRN1L	neuritin 1-like	1.90	0.0014	0.449
LOC100517145	complement C3	1.88	0.0299	0.456
TDO2	tryptophan 2,3-dioxygenase	1.88	0.0304	0.456
MPO	myeloperoxidase	1.86	0.0262	0.446
XDH	xanthine dehydrogenase	1.84	0.0226	0.436
CYP2E1	cytochrome P450, family 2, subfamily E, polypeptide 1	1.83	0.0388	0.467
AKR1C1	aldo-keto reductase family 1, member C1 (dihydrodiol dehydrogenase 1; 20-alpha (3-alpha)-hydroxysteroid dehydrogenase)	1.78	0.0051	0.430
AKR1C1	aldo-keto reductase family 1, member C1 (dihydrodiol dehydrogenase 1; 20-alpha (3-alpha)-hydroxysteroid dehydrogenase)	1.78	0.0051	0.432
LOC100512160	serine protease inhibitor Kazal-type 5	1.78	0.0237	0.438
LOC100513690	putative sodium-coupled neutral amino acid transporter 11	1.77	0.0007	0.630
DPYS	dihydropyrimidinase	1.76	0.0114	0.429
FNDC1	fibronectin type III domain containing 1	1.76	0.0307	0.457
MVK	mevalonate kinase	1.70	0.0006	0.650
CP	ceruloplasmin (ferroxidase)	1.68	0.0404	0.470
C4BPB	complement component 4 binding protein, beta	1.68	0.0149	0.429
CLEC2D	C-type lectin domain family 2, member D	1.68	0.0068	0.422
MAN1C1	mannosidase, alpha, class 1C, member 1	1.68	0.0073	0.419
RHAG	Rh-associated glycoprotein	1.67	0.0300	0.456
GRB7	growth factor receptor-bound protein 7	1.67	0.0198	0.429
CYP4F2	cytochrome P450, family 4, subfamily F, polypeptide 2	1.67	0.0223	0.436
WIP1	WD repeat domain, phosphoinositide interacting 1	1.66	0.0054	0.431
ADHFE1	alcohol dehydrogenase, iron containing, 1	1.66	0.0219	0.436
VNN3	vanin 3	1.66	0.0173	0.429
KCNN2	potassium channel, calcium activated intermediate/small conductance subfamily N alpha, member 2	1.65	0.0299	0.455
ALAS2	5-aminolevulinate synthase 2	1.65	0.0073	0.419
KIF28P	kinesin family member 28, pseudogene	1.64	0.0103	0.422
INSIG1	insulin induced gene 1	1.64	0.0330	0.460
HSD11B1	hydroxysteroid (11-beta) dehydrogenase 1	1.63	0.0053	0.429
ACSM3	acyl-CoA synthetase medium-chain family member 3	1.63	0.0337	0.460
LOC100739121	uncharacterized LOC100739121	1.63	0.0115	0.427
IFIT3	interferon-induced protein with tetratricopeptide repeats 3	1.62	0.0414	0.473
MAT1A	methionine adenosyltransferase I, alpha	1.62	0.0252	0.443

ME3	malic enzyme 3, NADP(+)-dependent, mitochondrial	1.61	0.0284	0.452
01. Mrz	mitochondrial amidoxime reducing component 1	1.61	0.0469	0.478
MIR107	microRNA mir-107	1.59	0.0069	0.419
GCLC	glutamate-cysteine ligase, catalytic subunit	1.58	0.0364	0.465
APOF	apolipoprotein F	1.58	0.0219	0.436
HSD17B11	hydroxysteroid (17-beta) dehydrogenase 11	1.58	0.0137	0.433
ZCCHC16	zinc finger, CCHC domain containing 16	1.57	0.0468	0.479
NNMT	nicotinamide N-methyltransferase	1.56	0.0479	0.480
TCN2	transcobalamin II	1.54	0.0002	0.682
PAIP2B	poly(A) binding protein interacting protein 2B	1.54	0.0070	0.416
SPIC	Spi-C transcription factor (Spi-1/PU.1 related)	1.54	0.0131	0.434
PPAT	phosphoribosyl pyrophosphate amidotransferase	1.53	0.0213	0.434
ACADS	acyl-CoA dehydrogenase, C-2 to C-3 short chain	1.51	0.0056	0.425
LOC100513372	probable 2-oxoglutarate dehydrogenase E1 component DHKTD1, mitochondrial	1.51	0.0153	0.431
MAGI3	membrane associated guanylate kinase, WW and PDZ domain containing 3	1.51	0.0168	0.436
HBB	hemoglobin, beta	1.50	0.0128	0.434
ETNK2	ethanolamine kinase 2	1.50	0.0425	0.476
LOC106507301	uncharacterized LOC106507301	1.50	0.0135	0.435
GPC4	glypican 4	1.49	0.0015	0.452
TLR4	toll-like receptor 4	1.49	0.0184	0.428
LOC100156705	melanoma-associated antigen 8-like	1.49	0.0100	0.421
AKR1C4	aldo-keto reductase family 1, member C4 (chlordecone reductase; 3-alpha hydroxysteroid dehydrogenase, type I; dihydrodiol dehydrogenase 4)	1.49	0.0347	0.464
PIK3C2G	phosphatidylinositol-4-phosphate 3-kinase, catalytic subunit type 2 gamma	1.49	0.0352	0.463
PRDM1	PR domain containing 1, with ZNF domain	1.48	0.0009	0.547
SLA-DMA	SLA-DM alpha chain	1.48	0.0459	0.479
SOAT2	sterol O-acyltransferase 2	1.48	0.0008	0.621
TEK	TEK tyrosine kinase, endothelial	1.48	0.0348	0.464
HERC3	HECT and RLD domain containing E3 ubiquitin protein ligase 3	1.47	0.0023	0.456
GNE	glucosamine (UDP-N-acetyl)-2-epimerase/N-acetylmannosamine kinase	1.47	0.0034	0.442
RNLS	renalase, FAD-dependent amine oxidase	1.47	0.0427	0.476
ATP2B2	ATPase, Ca++ transporting, plasma membrane 2	1.47	0.0373	0.466
SPTA1	spectrin, alpha, erythrocytic 1	1.46	0.0083	0.419
LOC100154752	olfactory receptor 6C3-like	1.46	0.0186	0.430
LOC100525819	FGGY carbohydrate kinase domain-containing protein	1.45	0.0168	0.435
SEMA6A	sema domain, transmembrane domain (TM), and cytoplasmic domain, (semaphorin) 6A	1.45	0.0176	0.429
KCNT2	potassium channel, sodium activated subfamily T, member 2	1.45	0.0055	0.427
HIP1R	huntingtin interacting protein 1 related	1.45	0.0049	0.437
MMP19	matrix metalloproteinase 19	1.45	0.0038	0.440
DLG2	discs, large homolog 2 (Drosophila)	1.45	0.0168	0.435
MCTP1	multiple C2 domains, transmembrane 1	1.45	0.0045	0.438
LOC396634	receptor-type tyrosine-protein phosphatase C-like	1.45	0.0490	0.481
SCIMP	SLP adaptor and CSK interacting membrane protein	1.45	0.0013	0.476
MAB21L3	mab-21-like 3 (C. elegans)	1.44	0.0029	0.428
C4A	complement component 4A (Rodgers blood group)	1.44	0.0103	0.423
TRPC5	transient receptor potential cation channel, subfamily C, member 5	1.44	0.0166	0.436
LOC102160410	uncharacterized LOC102160410	1.44	0.0163	0.437
LOC100520032	myeloid-associated differentiation marker-like	1.44	0.0316	0.459
TAT	tyrosine aminotransferase	1.44	0.0490	0.481
ATP6V1G2	ATPase, H+ transporting, lysosomal 13kDa, V1 subunit G2	1.44	0.0019	0.452
LOC100518644	glycine N-acyltransferase-like	1.44	0.0447	0.478

FMO1	flavin containing monooxygenase 1	1.44	0.0298	0.456
EFNA1	ephrin-A1	1.44	0.0352	0.462
LOC100511504	maestro heat-like repeat-containing protein family member 1	1.43	0.0034	0.441
LOC100736871	myeloid-associated differentiation marker-like	1.43	0.0034	0.439
CYP39A1	cytochrome P450, family 39, subfamily A, polypeptide 1	1.43	0.0432	0.476
LOC100523985	cytoplasmic dynein 1 intermediate chain 1	1.43	0.0468	0.479
LOC100737684	estrogen receptor-like	1.43	0.0493	0.482
MATN2	matrilin 2	1.43	0.0079	0.420
CPLX4	complexin 4	1.43	0.0177	0.428
DEPTOR	DEP domain containing MTOR-interacting protein	1.42	0.0116	0.426
LOC100156240	CDK5 regulatory subunit-associated protein 2	1.42	0.0367	0.465
RSC1A1	regulatory solute carrier protein, family 1, member 1	1.42	0.0356	0.463
NFKBIZ	nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, zeta	1.42	0.0066	0.427
LOC100621650	protein furry homolog	1.42	0.0373	0.466
YPEL5	yippee-like 5	1.42	0.0080	0.419
LOC100739748	glutaryl-CoA dehydrogenase, mitochondrial-like	1.42	0.0405	0.470
C5	complement component 5	1.42	0.0144	0.430
ALDH6A1	aldehyde dehydrogenase 6 family, member A1	1.42	0.0278	0.448
ZNF366	zinc finger protein 366	1.42	0.0340	0.462
LOC100737965	runt-related transcription factor 2	1.42	0.0405	0.470
ADCK3	aarF domain containing kinase 3	1.41	0.0289	0.454
VSIG4	V-set and immunoglobulin domain containing 4	1.41	0.0227	0.436
SMARCA2	SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily a, member 2	1.41	0.0093	0.425
LOC100739233	nidogen-1-like	1.41	0.0131	0.433
LRG1	leucine-rich alpha-2-glycoprotein 1	1.41	0.0110	0.428
HAO2	hydroxyacid oxidase 2 (long chain)	1.41	0.0151	0.429
FIGF	c-fos induced growth factor (vascular endothelial growth factor D)	1.41	0.0242	0.440
RIBC1	RIB43A domain with coiled-coils 1	1.40	0.0022	0.450
UROCI	urocanate hydratase 1	1.40	0.0460	0.479
DCAF11	DDB1 and CUL4 associated factor 11	1.40	0.0137	0.435
TIAM1	T-cell lymphoma invasion and metastasis 1	1.40	0.0067	0.423
BHLHB9	basic helix-loop-helix domain containing, class B, 9	1.40	0.0188	0.430
RBP7	retinol binding protein 7, cellular	1.40	0.0149	0.429
FAM198B	family with sequence similarity 198, member B	1.40	0.0367	0.466
CTNS	cystinosis, lysosomal cystine transporter	1.40	0.0312	0.457
TNFSF14	tumor necrosis factor (ligand) superfamily, member 14	1.39	0.0009	0.598
IVD	isovaleryl-CoA dehydrogenase	1.39	0.0136	0.436
C1H6orf211	uncharacterized protein C6orf211 homolog	1.39	0.0434	0.476
LOC100737517	solute carrier family 40 member 1	1.39	0.0454	0.478
AQP11	aquaporin 11	1.39	0.0066	0.424
LOC100738724	24-hydroxycholesterol 7-alpha-hydroxylase-like	1.39	0.0252	0.443
TMEM120B	transmembrane protein 120B	1.39	0.0469	0.478
LOC100512076	solute carrier family 40 member 1	1.39	0.0467	0.480
LOC100737638	nesprin-1	1.39	0.0174	0.429
WPIL	WW domain binding protein 1-like	1.39	0.0372	0.466
PINK1	PTEN induced putative kinase 1	1.39	0.0307	0.457
KEL	Kell blood group, metallo-endorpeptidase	1.39	0.0353	0.463
CTSS	cathepsin S	1.39	0.0307	0.457
LOC100737308	D-beta-hydroxybutyrate dehydrogenase, mitochondrial-like	1.39	0.0445	0.478
CHDH	choline dehydrogenase	1.39	0.0471	0.479
ALDH5A1	aldehyde dehydrogenase 5 family, member A1	1.39	0.0011	0.509
LOC100513779	solute carrier family 22 member 9-like	1.38	0.0386	0.467
CCDC69	coiled-coil domain containing 69	1.38	0.0396	0.469
CNTN4	contactin 4	1.38	0.0246	0.440
CSF1R	colony stimulating factor 1 receptor	1.38	0.0165	0.433
SUSD6	sushi domain containing 6	1.38	0.0173	0.429
LOC100517129	nuclear body protein SP140-like protein	1.38	0.0217	0.436

PLA1A	phospholipase A1 member A	1.38	0.0444	0.477
LOC100515273	putative 2-oxo-4-hydroxy-4-carboxy-5-ureidoimidazoline decarboxylase	1.38	0.0081	0.419
PRC1	protein regulator of cytokinesis 1	1.38	0.0164	0.435
PTPRC	receptor-type tyrosine-protein phosphatase C	1.37	0.0442	0.478
SATB1	SATB homeobox 1	1.37	0.0259	0.448
LOC100520861	ATP-binding cassette sub-family A member 6	1.37	0.0084	0.420
AUH	AU RNA binding protein/enoyl-CoA hydratase	1.37	0.0424	0.476
NAGA	N-acetylgalactosaminidase, alpha-	1.37	0.0027	0.426
MAP2K6	mitogen-activated protein kinase kinase 6	1.37	0.0484	0.481
LOC100519209	BDNF/NT-3 growth factors receptor	1.36	0.0116	0.424
LOC100155953	serpin A11	1.36	0.0092	0.426
LOC102160066	uncharacterized LOC102160066	1.36	0.0419	0.475
FAM213A	family with sequence similarity 213, member A	1.36	0.0148	0.429
CD200R1	CD200 receptor 1	1.36	0.0380	0.466
CXCL11	chemokine (C-X-C motif) ligand 11	1.36	0.0487	0.481
GCDH	glutaryl-CoA dehydrogenase	1.36	0.0227	0.435
KAT6B	K(lysine) acetyltransferase 6B	1.36	0.0043	0.442
CUX2	cut-like homeobox 2	1.36	0.0422	0.476
LRRC8C	leucine rich repeat containing 8 family, member C	1.35	0.0246	0.441
CLCN6	chloride channel, voltage-sensitive 6	1.35	0.0073	0.419
RENBP	renin binding protein	1.35	0.0036	0.443
CCDC122	coiled-coil domain containing 122	1.35	0.0304	0.456
LOC100156587	olfactory receptor 4M1	1.35	0.0141	0.432
SDC2	syndecan 2	1.35	0.0028	0.431
CACNA2D2	calcium channel, voltage-dependent, alpha 2/delta subunit 2	1.34	0.0046	0.434
DGAT2	diacylglycerol O-acyltransferase 2	1.34	0.0423	0.476
DBT	dihydrolipoamide branched chain transacylase E2	1.34	0.0056	0.426
AGMO	alkylglycerol monooxygenase	1.34	0.0122	0.431
HSF5	heat shock transcription factor family member 5	1.34	0.0372	0.466
PPP1R18	protein phosphatase 1, regulatory subunit 18	1.34	0.0172	0.431
LOC100737768	hemoglobin subunit alpha	1.34	0.0341	0.462
APBB3	amyloid beta (A4) precursor protein-binding, family B, member 3	1.34	0.0463	0.480
LOC100520083	molybdenum cofactor sulfurase-like	1.34	0.0359	0.464
IL7	interleukin 7	1.33	0.0211	0.435
LOC100521751	nephrocystin-3-like	1.33	0.0200	0.430
HPS3	Hermansky-Pudlak syndrome 3	1.33	0.0314	0.458
FGD2	FYVE, RhoGEF and PH domain containing 2	1.33	0.0397	0.469
CXCR4	chemokine (C-X-C motif) receptor 4	1.33	0.0383	0.466
FOXN3	forkhead box N3	1.33	0.0153	0.432
ZNF655	zinc finger protein 655	1.33	0.0025	0.435
LOC100519394	methyl-CpG-binding domain protein 5	1.33	0.0154	0.431
TSPAN3	tetraspanin 3	1.32	0.0172	0.431
TMEM204	transmembrane protein 204	1.32	0.0154	0.432
LOC100520241	olfactory receptor 10J1-like	1.32	0.0385	0.466
LOC100520241	olfactory receptor 10J1-like	1.32	0.0385	0.467
LOC100518411	anoctamin-1	1.32	0.0047	0.434
CTSK	cathepsin K	1.32	0.0308	0.457
PCK2	phosphoenolpyruvate carboxykinase 2 (mitochondrial)	1.32	0.0418	0.475
MIR144	microRNA mir-144	1.32	0.0315	0.459
LOC100621998	stannin	1.32	0.0109	0.430
LOC100739280	pro-neuregulin-1, membrane-bound isoform-like	1.32	0.0267	0.448
MAP10	microtubule-associated protein 10	1.32	0.0170	0.433
GLRX5	glutaredoxin 5	1.32	0.0012	0.473
ADGRL2	adhesion G protein-coupled receptor L2	1.32	0.0322	0.458
ARHGAP30	Rho GTPase activating protein 30	1.32	0.0177	0.428
ACAA1	acetyl-CoA acyltransferase 1	1.31	0.0039	0.440
TRERF1	transcriptional regulating factor 1	1.31	0.0444	0.477
LOC100738248	endonuclease/exonuclease/phosphatase family domain-containing protein 1-like	1.31	0.0031	0.433

LOC100524975	olfactory receptor 10H1	1.31	0.0337	0.460
IFN-ALPHA-16	interferon-alpha-16	1.31	0.0062	0.424
HSD17B10	hydroxysteroid (17-beta) dehydrogenase 10	1.31	0.0219	0.436
SCARA5	scavenger receptor class A, member 5	1.31	0.0243	0.441
LPIN3	lipin 3	1.31	0.0136	0.436
CLK1	CDC-like kinase 1	1.31	0.0310	0.456
Downregulated				
CSPG4	chondroitin sulfate proteoglycan 4	-1.31	0.0278	0.448
RPL12	ribosomal protein L12	-1.31	0.0101	0.423
ICMT	isoprenylcysteine carboxyl methyltransferase	-1.31	0.0051	0.430
RCC2	regulator of chromosome condensation 2	-1.31	0.0164	0.435
SFXN4	sideroflexin 4	-1.31	0.0146	0.430
LOC100737729	polyribonucleotide nucleotidyltransferase 1, mitochondrial-like	-1.31	0.0459	0.479
PERP	PERP, TP53 apoptosis effector	-1.31	0.0262	0.447
FAM20B	family with sequence similarity 20, member B	-1.31	0.0151	0.430
ORMDL1	ORMDL sphingolipid biosynthesis regulator 1	-1.31	0.0391	0.469
NDUFS6	NADH dehydrogenase (ubiquinone) Fe-S protein 6, 13kDa (NADH-coenzyme Q reductase)	-1.31	0.0014	0.470
MRPL10	mitochondrial ribosomal protein L10	-1.31	0.0070	0.420
LOC100623012	cofilin-1 pseudogene	-1.31	0.0396	0.469
HNRNPA1	heterogeneous nuclear ribonucleoprotein A1	-1.31	0.0338	0.461
LSM6	LSM6 homolog, U6 small nuclear RNA and mRNA degradation associated	-1.31	0.0170	0.432
RPS6KL1	ribosomal protein S6 kinase-like 1	-1.31	0.0329	0.459
PGAM1	phosphoglycerate mutase 1 (brain)	-1.31	0.0466	0.480
VMP1	vacuole membrane protein 1	-1.31	0.0205	0.434
MCU	mitochondrial calcium uniporter	-1.31	0.0226	0.437
USP10	ubiquitin specific peptidase 10	-1.31	0.0227	0.435
URM1	// ubiquitin related modifier 1 // ubiquitin related modifier 1	-1.31	0.0272	0.448
URM1				
ANAPC5	anaphase promoting complex subunit 5	-1.31	0.0489	0.481
GNAI1	guanine nucleotide binding protein (G protein), alpha inhibiting activity polypeptide 1	-1.31	0.0115	0.430
MRPS14	mitochondrial ribosomal protein S14	-1.31	0.0137	0.433
RAD51C	RAD51 paralog C	-1.31	0.0384	0.466
DYNC1LI1	dynein, cytoplasmic 1, light intermediate chain 1	-1.31	0.0075	0.418
SSB	Sjogren syndrome antigen B (autoantigen La)	-1.31	0.0096	0.421
COPS7A	COP9 signalosome subunit 7A	-1.31	0.0318	0.459
RPL31	ribosomal protein L31	-1.31	0.0019	0.456
PRNP	prion protein	-1.32	0.0393	0.470
UBA2	ubiquitin-like modifier activating enzyme 2	-1.32	0.0201	0.431
MRPL21	mitochondrial ribosomal protein L21	-1.32	0.0042	0.440
PTBP1	polypyrimidine tract binding protein 1	-1.32	0.0115	0.430
MRPL11	mitochondrial ribosomal protein L11	-1.32	0.0353	0.462
CRYM	crystallin, mu	-1.32	0.0261	0.447
RQCD1	RCD1 required for cell differentiation1 homolog (S. pombe)	-1.32	0.0494	0.482
MLST8	MTOR associated protein, LST8 homolog	-1.32	0.0391	0.469
HSPA9	heat shock 70kDa protein 9 (mortalin)	-1.32	0.0041	0.444
G3BP1	GTPase activating protein (SH3 domain) binding protein 1	-1.32	0.0032	0.435
UTP15	UTP15, U3 small nucleolar ribonucleoprotein, homolog (S. cerevisiae)	-1.32	0.0016	0.457
METAP1	methionyl aminopeptidase 1	-1.32	0.0091	0.425
TAGLN2	transgelin 2	-1.32	0.0442	0.478
HNRNPD	heterogeneous nuclear ribonucleoprotein D (AU-rich element RNA binding protein 1, 37kDa)	-1.32	0.0039	0.437
EIF2S1	eukaryotic translation initiation factor 2, subunit 1 alpha, 35kDa	-1.32	0.0168	0.436
CCNC	cyclin C	-1.32	0.0067	0.422

ZBTB10	zinc finger and BTB domain containing 10	-1.32	0.0327	0.459
ZNF280B	zinc finger protein 280B	-1.32	0.0196	0.429
LOC100525232	cytochrome c oxidase assembly protein COX16 homolog, mitochondrial	-1.32	0.0094	0.422
LOC100520848	prickle-like protein 4	-1.33	0.0036	0.443
LOC100738600	prickle-like protein 4	-1.33	0.0036	0.445
ADSL	adenylosuccinate lyase	-1.33	0.0259	0.447
MYBBP1A	MYB binding protein (P160) 1a	-1.33	0.0475	0.480
LOC100739335	ruvB-like 1	-1.33	0.0051	0.437
THOP1	thimet oligopeptidase 1	-1.33	0.0031	0.429
E2F4	E2F transcription factor 4, p107/p130-binding	-1.33	0.0316	0.459
UCHL5	ubiquitin carboxyl-terminal hydrolase L5	-1.33	0.0115	0.430
CDK20	cyclin-dependent kinase 20	-1.33	0.0139	0.432
GSTA4	glutathione S-transferase alpha 4	-1.33	0.0411	0.472
BPNT1	3(2), 5-bisphosphate nucleotidase 1	-1.33	0.0012	0.462
RRP12	ribosomal RNA processing 12 homolog	-1.33	0.0323	0.458
CPLX3	complexin 3	-1.33	0.0107	0.428
SLC9B1	solute carrier family 9, subfamily B (NHA1, cation proton antiporter 1), member 1	-1.33	0.0378	0.467
MRS2	MRS2 magnesium transporter	-1.33	0.0472	0.479
PN01	partner of NOB1 homolog	-1.33	0.0082	0.418
ETF1	eukaryotic translation termination factor 1	-1.33	0.0068	0.423
QRSL1	glutamyl-tRNA synthase (glutamine-hydrolyzing)-like 1	-1.33	0.0043	0.446
POLE3	polymerase (DNA directed), epsilon 3, accessory subunit	-1.33	0.0154	0.431
LARS	leucyl-tRNA synthetase	-1.33	0.0422	0.476
CEP78	centrosomal protein 78kDa	-1.34	0.0223	0.437
MRPS35	mitochondrial ribosomal protein S35	-1.34	0.0019	0.454
C4H8orf59	chromosome 4 open reading frame, human C8orf59	-1.34	0.0103	0.422
PRRC2A	proline-rich coiled-coil 2A	-1.34	0.0063	0.425
TMEM33	transmembrane protein 33	-1.34	0.0116	0.425
SLC25A5	solute carrier family 25 (mitochondrial carrier; adenine nucleotide translocator), member 5	-1.34	0.0179	0.429
HSF2	heat shock transcription factor 2	-1.34	0.0116	0.424
TXNDC9	thioredoxin domain containing 9	-1.34	0.0053	0.429
MMGT1	membrane magnesium transporter 1	-1.34	0.0107	0.428
YWHAQ	tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, theta	-1.34	0.0333	0.459
EIF2S2	eukaryotic translation initiation factor 2, subunit 2 beta, 38kDa	-1.34	0.0152	0.431
EIF2S2	eukaryotic translation initiation factor 2, subunit 2 beta, 38kDa	-1.34	0.0152	0.431
CHCHD3	coiled-coil-helix-coiled-coil-helix domain containing 3	-1.34	0.0024	0.447
DDX21	DEAD (Asp-Glu-Ala-Asp) box helicase 21	-1.34	0.0217	0.436
RPUSD3	RNA pseudouridylate synthase domain containing 3	-1.34	0.0289	0.454
EXOSC2	exosome component 2	-1.34	0.0002	0.737
TRMT5	tRNA methyltransferase 5	-1.34	0.0092	0.425
LOC100738939	nuclear envelope integral membrane protein 1	-1.34	0.0466	0.479
LOC100738939	nuclear envelope integral membrane protein 1	-1.34	0.0466	0.480
MITD1	MIT, microtubule interacting and transport, domain containing 1	-1.34	0.0059	0.423
PTCD3	pentatricopeptide repeat domain 3	-1.34	0.0013	0.469
IL27RA	interleukin 27 receptor, alpha	-1.34	0.0311	0.457
ERH	enhancer of rudimentary homolog (Drosophila)	-1.34	0.0282	0.449
LOC102161054	olfactory receptor 7G3-like	-1.34	0.0080	0.419
COPS3	COP9 signalosome subunit 3	-1.34	0.0127	0.431
YWHAZ	tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, zeta	-1.34	0.0428	0.476
LOC100525076	solute carrier family 35 member B1	-1.34	0.0476	0.480
PRKAR2A	protein kinase, cAMP-dependent, regulatory, type II, alpha	-1.34	0.0077	0.421
MRI1	methylthioribose-1-phosphate isomerase 1	-1.35	0.0138	0.430
YKT6	YKT6 v-SNARE homolog (S. cerevisiae)	-1.35	0.0433	0.476

KCNH6	potassium channel, voltage gated eag related subfamily H, member 6	-1.35	0.0012	0.455
METTL16	methyltransferase like 16	-1.35	0.0075	0.419
SNAPC3	small nuclear RNA activating complex, polypeptide 3, 50kDa	-1.35	0.0011	0.490
ANP32A	acidic (leucine-rich) nuclear phosphoprotein 32 family, member A	-1.35	0.0239	0.439
DTD2	D-tyrosyl-tRNA deacylase 2 (putative)	-1.35	0.0205	0.433
CCNJ	cyclin J	-1.35	0.0013	0.473
BID	BH3 interacting domain death agonist	-1.35	0.0040	0.439
HSPA14	heat shock 70kDa protein 14	-1.35	0.0075	0.418
MAGED1	melanoma antigen family D, 1	-1.35	0.0350	0.462
FAM167B	family with sequence similarity 167, member B	-1.35	0.0454	0.478
MAMLD1	mastermind-like domain containing 1	-1.35	0.0486	0.481
CCNYL1	cyclin Y-like 1	-1.36	0.0089	0.428
IBTK	inhibitor of Bruton agammaglobulinemia tyrosine kinase	-1.36	0.0382	0.466
TRMT2A	tRNA methyltransferase 2 homolog A (S. cerevisiae)	-1.36	0.0169	0.434
MMP7	matrix metalloproteinase 7	-1.36	0.0270	0.449
ANP32A	acidic (leucine-rich) nuclear phosphoprotein 32 family, member A	-1.36	0.0139	0.431
NDUFC1	NADH dehydrogenase (ubiquinone) 1, subcomplex unknown, 1, 6kDa	-1.36	0.0294	0.455
EXOSC4	exosome component 4	-1.36	0.0124	0.429
TAF11	TAF11 RNA polymerase II, TATA box binding protein (TBP)-associated factor, 28kDa	-1.36	0.0055	0.429
YBX3	Y box binding protein 3	-1.36	0.0399	0.469
LOC102161719	uncharacterized LOC102161719	-1.36	0.0057	0.421
SMIM11A	small integral membrane protein 11A	-1.36	0.0096	0.421
DHX35	DEAH (Asp-Glu-Ala-His) box polypeptide 35	-1.37	0.0056	0.424
TKFC	triokinase/FMN cyclase	-1.37	0.0331	0.459
GEMIN6	gem (nuclear organelle) associated protein 6	-1.37	0.0093	0.424
HAUS6	HAUS augmin-like complex, subunit 6	-1.37	0.0193	0.428
NDUFA8	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 8, 19kDa	-1.37	0.0215	0.436
LOC100738751	F-box only protein 6-like	-1.37	0.0066	0.426
PRPS1	phosphoribosyl pyrophosphate synthetase 1	-1.37	0.0235	0.437
MRPL53	mitochondrial ribosomal protein L53	-1.37	0.0170	0.433
UTP20	UTP20, small subunit (SSU) processome component, homolog (yeast)	-1.37	0.0095	0.422
GNL3	guanine nucleotide binding protein-like 3 (nucleolar)	-1.37	0.0109	0.429
AGPAT1	1-acylglycerol-3-phosphate O-acyltransferase 1	-1.37	0.0078	0.417
PSME3	proteasome activator subunit 3	-1.37	0.0019	0.453
LOC100739849	28S ribosomal protein S16, mitochondrial	-1.37	0.0047	0.434
NAA20	N(alpha)-acetyltransferase 20, NatB catalytic subunit	-1.37	0.0070	0.416
EIF4A1	eukaryotic translation initiation factor 4A1	-1.38	0.0104	0.422
LOC100737594	exportin-5-like	-1.38	0.0186	0.430
SNRPD3	small nuclear ribonucleoprotein D3 polypeptide 18kDa	-1.38	0.0157	0.432
GALT	galactose-1-phosphate uridylyltransferase	-1.38	0.0437	0.477
SLC25A22	solute carrier family 25 (mitochondrial carrier: glutamate), member 22	-1.38	0.0476	0.480
LOC100152843	forkhead box protein Q1	-1.38	0.0006	0.594
SUZ12	SUZ12 polycomb repressive complex 2 subunit	-1.38	0.0101	0.423
DAP	death-associated protein	-1.38	0.0176	0.429
NPM1	nucleophosmin (nucleolar phosphoprotein B23, numatrin)	-1.38	0.0004	0.579
CCT2	chaperonin containing TCP1, subunit 2 (beta)	-1.38	0.0025	0.451
PDCD11	programmed cell death 11	-1.38	0.0119	0.429
LOC100524598	cytochrome c-type heme lyase	-1.38	0.0409	0.472
LOC100155823	olfactory receptor 4F3/4F16/4F29-like	-1.38	0.0403	0.470
NUTF2	nuclear transport factor 2	-1.38	0.0121	0.429
PPIL1	peptidylprolyl isomerase (cyclophilin)-like 1	-1.38	0.0208	0.433
CDK2	cyclin-dependent kinase 2	-1.38	0.0076	0.419

SCAMP5	secretory carrier membrane protein 5	-1.39	0.0078	0.417
SRSF7	serine/arginine-rich splicing factor 7	-1.39	0.0154	0.431
LOC100157467	DNA polymerase alpha catalytic subunit	-1.39	0.0415	0.474
CFL2	cofilin 2 (muscle)	-1.39	0.0035	0.440
MAGOH	mago homolog, exon junction complex core component	-1.39	0.0055	0.430
MRPL13	mitochondrial ribosomal protein L13	-1.39	0.0041	0.444
NUP160	nucleoporin 160kDa	-1.39	0.0051	0.428
FHL3	four and a half LIM domains 3	-1.39	0.0005	0.582
CCT7	chaperonin containing TCP1, subunit 7 (eta)	-1.39	0.0195	0.429
CCDC91	coiled-coil domain containing 91	-1.39	0.0307	0.456
FAM98A	family with sequence similarity 98, member A	-1.39	0.0354	0.462
TMEM167A	transmembrane protein 167A	-1.39	0.0194	0.427
UTP15	UTP15, U3 small nucleolar ribonucleoprotein, homolog (S. cerevisiae)	-1.39	0.0237	0.438
DOCK5	dedicator of cytokinesis 5	-1.39	0.0378	0.467
IDH3A	isocitrate dehydrogenase 3 (NAD+) alpha	-1.39	0.0081	0.418
INTS7	integrator complex subunit 7	-1.39	0.0169	0.435
LOC100737174	nucleolin-like	-1.39	0.0046	0.433
LOC100155138	tubulin alpha-3 chain	-1.40	0.0101	0.422
LOC100739768	beta-parvin	-1.40	0.0275	0.448
PPP1R14B	protein phosphatase 1, regulatory (inhibitor) subunit 14B	-1.40	0.0320	0.459
PPID	peptidylprolyl isomerase D	-1.40	0.0459	0.479
NANP	N-acetylneuraminic acid phosphatase	-1.40	0.0250	0.441
LOC100737210	nucleolin	-1.40	0.0096	0.421
LOC102167832	uncharacterized LOC102167832	-1.40	0.0060	0.423
KPNB1	karyopherin (importin) beta 1	-1.40	0.0212	0.435
RAB23	RAB23, member RAS oncogene family	-1.40	0.0220	0.437
PLEKHA8	pleckstrin homology domain containing, family A (phosphoinositide binding specific) member 8	-1.40	0.0297	0.456
APEX1	APEX nuclease (multifunctional DNA repair enzyme) 1	-1.40	0.0218	0.436
PRELID3B	PRELI domain containing 3B	-1.40	0.0051	0.434
NOP56	NOP56 ribonucleoprotein	-1.40	0.0069	0.422
LOC102163346	malate dehydrogenase, cytoplasmic	-1.40	0.0224	0.436
DCLRE1B	DNA cross-link repair 1B	-1.40	0.0189	0.431
AAAS	achalasia, adrenocortical insufficiency, alacrimia	-1.40	0.0162	0.437
SRPK1	SRSF protein kinase 1	-1.40	0.0002	0.757
APEX2	APEX nuclease (apurinic/apyrimidinic endonuclease) 2	-1.40	0.0265	0.446
POLR3D	polymerase (RNA) III (DNA directed) polypeptide D, 44kDa	-1.41	0.0176	0.429
LSM3	LSM3 homolog, U6 small nuclear RNA and mRNA degradation associated	-1.41	0.0105	0.422
MRPS30	mitochondrial ribosomal protein S30	-1.41	0.0183	0.428
LOC100523894	DNA-directed RNA polymerase III subunit RPC5	-1.41	0.0068	0.422
TWF1	twinfilin actin binding protein 1	-1.41	0.0182	0.429
CWC15	CWC15 spliceosome-associated protein	-1.41	0.0060	0.423
PHF6	PHD finger protein 6	-1.41	0.0090	0.424
TIMM8A	translocase of inner mitochondrial membrane 8 homolog A (yeast)	-1.41	0.0285	0.451
SUV39H2	suppressor of variegation 3-9 homolog 2 (Drosophila)	-1.41	0.0312	0.457
ILF2	interleukin enhancer binding factor 2	-1.42	0.0074	0.418
NOLC1	nucleolar and coiled-body phosphoprotein 1	-1.42	0.0053	0.430
ARF6	ADP-ribosylation factor 6	-1.42	0.0070	0.417
LOC100519524	origin recognition complex subunit 3	-1.42	0.0422	0.476
TRIM37	tripartite motif containing 37	-1.42	0.0014	0.462
CEP57L1	centrosomal protein 57kDa-like 1	-1.42	0.0004	0.586
PGC	progastricsin (pepsinogen C)	-1.42	0.0403	0.470
LOC100519729	tax1-binding protein 3-like	-1.43	0.0070	0.419
ZDHHC21	zinc finger, DHHC-type containing 21	-1.43	0.0327	0.459
AATF	apoptosis antagonizing transcription factor	-1.43	0.0305	0.456
UTP6	UTP6, small subunit (SSU) processome component, homolog (yeast)	-1.43	0.0257	0.447

AVEN	apoptosis, caspase activation inhibitor	-1.43	0.0383	0.466
HSPD1	heat shock 60kDa protein 1 (chaperonin)	-1.43	0.0055	0.431
FRRS1	ferric-chelate reductase 1	-1.43	0.0441	0.478
PIGU	phosphatidylinositol glycan anchor biosynthesis, class U	-1.43	0.0434	0.475
CASP2	caspase 2, apoptosis-related cysteine peptidase	-1.43	0.0131	0.433
ABHD6	abhydrolase domain containing 6	-1.43	0.0446	0.478
LOC100517015	cAMP-dependent protein kinase inhibitor beta-like	-1.43	0.0187	0.430
TUBA8	tubulin, alpha 8	-1.43	0.0224	0.436
PAK1IP1	PAK1 interacting protein 1	-1.43	0.0239	0.440
SMIM8	small integral membrane protein 8	-1.44	0.0038	0.437
WDR77	WD repeat domain 77	-1.44	0.0202	0.432
HSPA8	heat shock 70kDa protein 8	-1.44	0.0389	0.468
BIVM // BIVM	basic, immunoglobulin-like variable motif containing //<br>basic, immunoglobulin-like variable motif containing	-1.44	0.0200	0.430
FASTKD2	FAST kinase domains 2	-1.44	0.0142	0.431
POLD3	polymerase (DNA-directed), delta 3, accessory subunit	-1.44	0.0141	0.430
RBPMS2	RNA binding protein with multiple splicing 2	-1.44	0.0299	0.456
MRE11A	MRE11 homolog A, double strand break repair nuclease	-1.44	0.0176	0.429
FARSA	phenylalanyl-tRNA synthetase, alpha subunit	-1.44	0.0359	0.464
CCT4	chaperonin containing TCP1, subunit 4 (delta)	-1.44	0.0224	0.436
NAP1L4	nucleosome assembly protein 1-like 4	-1.44	0.0057	0.421
FKBP3	FK506 binding protein 3, 25kDa	-1.44	0.0295	0.455
SGMS2	sphingomyelin synthase 2	-1.44	0.0215	0.435
DNAJB1	DnaJ (Hsp40) homolog, subfamily B, member 1	-1.44	0.0340	0.463
DYNLL1	dynein, light chain, LC8-type 1	-1.45	0.0166	0.436
KRT8	keratin 8, type II	-1.45	0.0429	0.476
MIF	macrophage migration inhibitory factor (glycosylation-inhibiting factor)	-1.45	0.0118	0.426
RAD54L	RAD54-like (S. cerevisiae)	-1.45	0.0377	0.466
PIGY	phosphatidylinositol glycan anchor biosynthesis, class Y	-1.45	0.0160	0.434
HVCN1	hydrogen voltage gated channel 1	-1.45	0.0299	0.456
ATP5G1	ATP synthase, H ⁺ transporting, mitochondrial Fo complex, subunit C1 (subunit 9)	-1.45	0.0331	0.459
CCDC34	coiled-coil domain containing 34	-1.45	0.0305	0.456
TIMELESS	timeless circadian clock	-1.45	0.0397	0.469
ERI2	ERI1 exoribonuclease family member 2	-1.45	0.0247	0.441
EIF4A3	eukaryotic translation initiation factor 4A3	-1.46	0.0026	0.434
UMPS	uridine monophosphate synthetase	-1.46	0.0063	0.427
SMN1	survival of motor neuron 1, telomeric	-1.46	0.0099	0.421
LOC100153768	acidic leucine-rich nuclear phosphoprotein 32 family member E	-1.46	0.0396	0.469
LOC100515066	U6 snRNA-associated Sm-like protein LSM8	-1.46	0.0038	0.441
LOC100515066	U6 snRNA-associated Sm-like protein LSM8	-1.46	0.0038	0.443
LRRC40	leucine rich repeat containing 40	-1.47	0.0120	0.429
DDX18	DEAD (Asp-Glu-Ala-Asp) box polypeptide 18	-1.47	0.0102	0.423
CACYBP	calcyclin binding protein	-1.47	0.0063	0.426
RAN	RAN, member RAS oncogene family	-1.47	0.0165	0.434
DPCD	deleted in primary ciliary dyskinesia homolog (mouse)	-1.47	0.0004	0.597
DENR	density-regulated protein	-1.47	0.0127	0.432
DKC1	dyskeratosis congenita 1, dyskerin	-1.47	0.0065	0.430
ATF3	activating transcription factor 3	-1.48	0.0129	0.435
TIMM9	translocase of inner mitochondrial membrane 9 homolog (yeast)	-1.48	0.0060	0.424
LTA4H	leukotriene A4 hydrolase	-1.49	0.0002	0.865
TTC27	tetratricopeptide repeat domain 27	-1.49	0.0086	0.421
PDCD5	programmed cell death 5	-1.49	0.0145	0.430
CCT3	chaperonin containing TCP1, subunit 3 (gamma)	-1.49	0.0026	0.428
NUP155	nucleoporin 155kDa	-1.50	0.0082	0.416
CHORDC1	cysteine and histidine-rich domain (CHORD) containing 1	-1.50	0.0078	0.417
TAMM41	TAM41, mitochondrial translocator assembly and maintenance protein, homolog (S. cerevisiae)	-1.50	0.0347	0.465

RPF2	ribosome production factor 2 homolog	-1.50	0.0099	0.421
POLA2	polymerase (DNA directed), alpha 2, accessory subunit	-1.50	0.0365	0.466
PSMA5	proteasome subunit alpha 5	-1.50	0.0046	0.433
VDAC2	voltage-dependent anion channel 2	-1.50	0.0092	0.425
LOC100157391	mitochondrial import inner membrane translocase subunit Tim23	-1.50	0.0058	0.422
FAM136A	family with sequence similarity 136, member A	-1.50	0.0071	0.416
HSPA4	heat shock 70kDa protein 4	-1.51	0.0032	0.436
CENPV	centromere protein V	-1.51	0.0000	1.203
ACOT4	acyl-CoA thioesterase 4	-1.51	0.0374	0.466
NUP43	nucleoporin 43kDa	-1.51	0.0044	0.438
LOC100519773	proliferation-associated protein 2G4	-1.51	0.0052	0.428
TUBG1	tubulin, gamma 1	-1.51	0.0037	0.442
PLN	phospholamban	-1.52	0.0086	0.421
HIGD1A	HIG1 hypoxia inducible domain family, member 1A	-1.52	0.0159	0.434
SRSF3	serine/arginine-rich splicing factor 3	-1.52	0.0073	0.419
LOC102158249	uncharacterized protein KIAA1841	-1.52	0.0018	0.455
PRMT1	protein arginine methyltransferase 1	-1.52	0.0140	0.432
CDK2AP1	cyclin-dependent kinase 2 associated protein 1	-1.52	0.0051	0.436
NAT10	N-acetyltransferase 10 (GCN5-related)	-1.53	0.0100	0.420
POLD1	polymerase (DNA directed), delta 1, catalytic subunit	-1.53	0.0366	0.465
LOC100626307	DNA primase large subunit-like	-1.53	0.0347	0.465
EIF4E	eukaryotic translation initiation factor 4E	-1.53	0.0080	0.419
MRT04	MRT4 homolog, ribosome maturation factor	-1.53	0.0202	0.431
NPM3	nucleophosmin/nucleoplasmin 3	-1.53	0.0060	0.426
SLC25A11	solute carrier family 25 (mitochondrial carrier; oxoglutarate carrier), member 11	-1.54	0.0099	0.423
NIP7	NIP7, nucleolar pre-rRNA processing protein	-1.54	0.0051	0.439
OLR1	oxidized low density lipoprotein (lectin-like) receptor 1	-1.54	0.0046	0.433
IMPDH2	IMP (inosine 5-monophosphate) dehydrogenase 2	-1.54	0.0043	0.444
NACC1	nucleus accumbens associated 1, BEN and BTB (POZ) domain containing	-1.55	0.0168	0.435
PUS7	pseudouridylate synthase 7 (putative)	-1.55	0.0171	0.431
LOC100516390	ankyrin repeat domain-containing protein 26	-1.55	0.0150	0.429
HN1L	hematological and neurological expressed 1-like	-1.55	0.0216	0.436
LOC100739488	exportin-1-like	-1.55	0.0186	0.430
LOC100514269	phosphatidylinositol 4-phosphate 5-kinase type-1 alpha-like	-1.56	0.0284	0.452
PPP1R1A	protein phosphatase 1, regulatory (inhibitor) subunit 1A	-1.56	0.0328	0.459
SLC27A6	solute carrier family 27 (fatty acid transporter), member 6	-1.56	0.0184	0.429
FKBP4	FK506 binding protein 4, 59kDa	-1.56	0.0050	0.440
CTNNAL1	catenin (cadherin-associated protein), alpha-like 1	-1.56	0.0205	0.433
LOC100523881	focadhesin-like	-1.56	0.0347	0.464
SLC35B4	solute carrier family 35 (UDP-xylose/UDP-N-acetylglucosamine transporter), member B4	-1.56	0.0031	0.431
PSRC1	proline/serine-rich coiled-coil 1	-1.57	0.0159	0.434
PREP	prolyl endopeptidase	-1.57	0.0016	0.463
TEX12	testis expressed 12	-1.57	0.0367	0.465
LOC100523980	zinc finger protein 827	-1.57	0.0051	0.438
SNRPG	small nuclear ribonucleoprotein polypeptide G	-1.57	0.0137	0.436
TCPI1	t-complex 1	-1.57	0.0030	0.432
LOC100626654	dipeptidyl peptidase 3	-1.58	0.0172	0.429
ARPC5L	actin related protein 2/3 complex, subunit 5-like	-1.58	0.0137	0.434
APOO	apolipoprotein O	-1.58	0.0116	0.426
TNFRSF11B	tumor necrosis factor receptor superfamily, member 11b	-1.58	0.0090	0.425
JUN	jun proto-oncogene	-1.58	0.0248	0.441
FANCM	Fanconi anemia, complementation group M	-1.59	0.0111	0.429
HAUS1	HAUS augmin-like complex, subunit 1	-1.59	0.0457	0.479
HINT3	histidine triad nucleotide binding protein 3	-1.59	0.0025	0.437
TUBA4A	tubulin, alpha 4a	-1.59	0.0009	0.564
MRPS28	mitochondrial ribosomal protein S28	-1.59	0.0109	0.431

How the deposited data were processed for this re-analysis (not part of the article)

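Liver RNA of 12 suckling piglets on day 3 of life, 6 of the SINS low group and 6 of the SINS high group, was measured on 1 array each. The log2 values were made by the authors with RMA, that is background correction, normalization across arrays and summary of the probes of each transcript, before the values were deposited, and they were used without further scaling. The range of the median log2 value per array, 4.36 to 4.42, and of the correlations between arrays, 0.964 to 0.988, was checked, and no 2 arrays were identical. Of the 25388 transcripts, 495 repeat the values of another transcript.

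Groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3 without covariates. A transcript was called at a fold change above 1.3 and an unadjusted p below 0.05, and p-values were also adjusted by the method of Benjamini and Hochberg over all transcripts. Gene lists were tested with camera of limma, with a preset correlation of 0.01 and adjustment over the 41 lists with at least 5 measured genes, and the share of called members with Fisher's exact test. A gene was given by its transcript with the highest mean. Permutation tests ran over all 924 assignments of the piglets. The genes named in the text are the 10 largest increases and decreases among called transcripts with a gene symbol, the genes the paper names, and from each described list the 4 members with the smallest p in its leading direction and the first called member in the other direction. The paper's tables of fold changes had been seen when this rule was set. The procedure was tested on simulated data of the same size: 83% of transcripts shifted by 0.5 and 98% of those shifted by 1 passed the filter with limma, as did 391 unshifted ones, and with the methods' t-test 81%, 96% and 273. For the list shifted in the simulation, camera gave an adjusted p of 1.28e-33, and it called 0 of 39 unshifted lists. The simulated genes varied independently of each other, whereas the correlation estimated for the real ribosome biogenesis list was 0.36. The simulation therefore does not show how often camera calls lists whose genes vary together.

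The alternatives were the methods' t-test, limma with an intensity trend and robust eBayes, array quality weights, leaving out the dimmest 25% of transcripts, quantile normalization once more, median centring, a block on the number in the labels, 1 transcript per gene, a fold change above 1.5, leaving out each array, and for lists camera with an estimated correlation or an intensity trend, fry, and all transcripts of each gene. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Enrichment of GO terms and KEGG pathways was not repeated, and SINS scores, qPCR values per piglet and plasma metabolites were not analysed here. Transcripts with no gene symbol or with several were tested but not named.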

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

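The tests for a technical batch behind CD207 and UQCR10 were chosen only after the result was seen, and the readings of the batch test, the variant test and the feed intake test were made stricter after their values were seen. The list of genes induced by fasting was also written later than the other lists. In 458 groups of 6 values, 33 had 1 piglet far from the other 5, by a gap above Dixon's 95% critical value, where chance gives about 1 in 20, or 22.9.

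Of these, 17 values of single genes and 2 list means belong to SINS high replicate 6, the genes being ACOX2 8.99, C6 7.15, CDO1 9.95, CLEC4G 6.31, CP 9.87, CYP39A1 5.60, DNAJB11 8.38, GAR1 4.87, HAO2 8.42, HSPA4 8.20, KRT18 7.65, MRPS35 7.07, NFKBIZ 5.82, NUP43 4.51, SNRPA1 6.76, STEAP2 5.35 and UMPS 5.84. This array lay at −22.9 on the first principal component, among SINS low replicates 1, 2, 3 and 6. SINS low replicates 4 and 5 lay at 9.11 and 5.11, on the side of the other SINS high arrays, so this component does not part the groups. Of the 171 transcripts with an adjusted p below 0.05 without SINS high replicate 6, only 7.60% were nearer in it to the other SINS high arrays (21.6% to 86.0% of the first 171 by p for the other arrays and their own group). A wrong label could account for this, and a poor array was not excluded. The quality weight of SINS high replicate 6 was the lowest at 0.754, but the next array, SINS high replicate 3, had 0.760. This weight falls when an array differs from its own group, so it partly restates the pattern and cannot tell a poor array from a wrong label. The correlations of SINS high replicate 6 with the other arrays, 0.972 to 0.988, did not set it apart. Against a wrong label, this piglet shares with SINS high replicates 4 and 5 the levels of CD207 (5.45) and UQCR10 (5.17), which no SINS low piglet has, though both genes were named because they differ between the groups. The clinical signs part the groups in the paper's Table 1, with signs at the tail base in 100% and 0% of the piglets, but they do not tell which RNA was on an array, and an exchange would involve a SINS low array out of place, of which SINS low replicate 5 (21.6%) comes nearest. The 171 transcripts were called after this array was singled out, so they are no test of it, and a milder course in this piglet was not tested.

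CD207 and UQCR10 stood at 2 levels in the SINS high group, with SINS high replicates 4, 5 and 6 apart from the other 9 piglets. For a technical batch of these arrays, 1 other transcript, ERAP1, set them apart from the rest, where the other 219 sets of 3 arrays had a median of 0, a 95th percentile of 3 and a highest count of 86, which shows no sign of a batch but does not exclude one that acts on few transcripts. Dendritic cells in the liver samples would bring their other markers along, but the median SD of these within the SINS high group was 0.282 and the highest 0.578, against 1.76 for CD207. Variants carried by some piglets remain open: of 11 transcripts with 2 separate levels, 72.7% had both levels in both groups, but several of these share 1 pattern over the piglets. No condition in the design separates these 3 piglets from the other SINS high piglets. The labels also hold a longer number per piglet, whose meaning is not stated. In the order of this number the 3 piglets are neighbours, and all SINS high piglets come before all SINS low piglets. Litter, pen and day of sampling are not given per piglet, so it is open whether they differ between the groups.

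In the SINS high group, 27 of 80 ribosome biogenesis genes and 23 of 87 spliceosome genes were down-regulated. A bias that depends on signal was tested with 10000 random lists of the same mean signal, whose lowest median was −0.14, against −0.28 for the ribosome biogenesis list. Lower feed intake before sampling remains open: 15 genes induced by fasting had a median of 0.0233, with quartiles of −0.13 and 0.21. The difference between the groups in the disease itself stays among the open explanations.

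Single values far from the rest of their group were also found in other piglets. SINS low replicate 2 stood apart in BCO2 4.90 and RPL31 5.53. SINS low replicate 4 stood apart in CLEC4G 7.16, COL1A1 7.03, HEMGN 5.79 and JUN 7.68. SINS low replicate 1 stood apart in CXCL14 8.61 and HPX 10.17. SINS high replicate 3 stood apart in DUSP1 8.32. SINS low replicate 5 stood apart in MRPS28 4.89, NPM1 9.56 and PDIA6 8.46. SINS high replicate 2 stood apart in TIMP1 4.59. Among list means, SINS high replicate 5 stood apart in bile acid synthesis and transport at 0.215, and SINS high replicate 6 in mitochondrial protein import at 0.159 and in fetal liver genes at 0.148.

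Of the gene groups that the paper does not discuss, 6 were called by both camera and fry. The median log2(FC) was −0.38 for chaperones, −0.24 for the mitochondrial ribosome, −0.245 for translation initiation and tRNA synthetases, −0.30 for mitochondrial protein import, 0.30 for erythroid cells, each with an adjusted p of 0.173 with an estimated correlation, and −0.217 for cholangiocytes, with an adjusted p of 0.074 with an estimated correlation, so none of the 6 is called by that test.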

How the results depend on the processing

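The settings with transcripts limited by gene symbol, with rounding or with identical transcripts counted once were chosen after seeing the data, the others before. In every setting more transcripts were lower than higher. The counts moved by over 1.5 times with 1 transcript per gene (277 higher, 467 lower) and a fold change above 1.5 (165, 251), by their own construction. They also moved so far for transcripts with a gene symbol (309, 515), these with the methods' t-test (224, 400) and rounded fold changes (216, 385), and transcripts with 1 symbol with the methods' t-test (215, 389) and rounded fold changes (207, 374). Leaving out 1 array gave 428 (without SINS high replicate 3) to 893 higher and 550 (without SINS low replicate 6) to 1254 lower transcripts, and 0 to 171 with an adjusted p below 0.05 in limma, the highest each time without SINS high replicate 6, where 4037 had an unadjusted p below 0.05. With a replicate block on the number in the labels, 628 were higher, 850 lower and 0 had an adjusted p below 0.05 in limma (3479 at an unadjusted p below 0.05), and 32 lists were called. These numbers do not pair the piglets, since 3 of 12 arrays correlate best with their own number.

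Of 41 lists, 30 were called by camera, 0 with an estimated correlation and 10 by fry. With an estimated correlation the medians stay as they are and the calls are lost for fatty acid oxidation (0.0883), branched-chain amino acid degradation (0.21), acute-phase proteins (0.11), ribosome biogenesis (−0.28), spliceosome (−0.22), RNA and nuclear transport (−0.28), DNA replication (−0.49) and telomere maintenance (−0.13). With fry the calls of 20 lists are lost, among them fatty acid oxidation (0.0883, adjusted p = 0.139), acute-phase proteins (0.0735), RNA and nuclear transport (0.0534), DNA replication (0.0829), telomere maintenance (0.0709), cell cycle (0.293), Kupffer cells (0.0655), sinusoidal endothelium (0.0876), neutrophils (0.0888), complement (0.0655), cytokines and NF-kB (0.0888), amino acid catabolism (0.228) and xenobiotic metabolism (0.0876). IL6 turned positive without SINS high replicate 4 or 6 (0.00533), with a range of −0.0747 to 0.00533. FGF21 turned positive with array quality weights (0.22) and without SINS low replicate 6 (0.32) or SINS high replicate 1 (0.14), 2 (0.07), 3 (0.15) or 6 (0.12), with a range of −0.68 to 0.32, and the cause was not tested. With the methods' t-test 177 of the 190 named genes kept their side of the filter.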

Differences from the paper's values

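The paper gives 223 up-regulated transcripts where 538 were found here, 392 down-regulated where 773 were found, and 615 in all where 1311 were found, at the same thresholds and over all 25388 transcripts of the value table, more than the paper states were screened. Among the alternatives set before the data were examined, 1 transcript per gene (277, 467 and 744) came within 1.5 times the paper's values for all 3 counts, and a fold change above 1.5, which is not the paper's threshold, for the up-regulated (165) and all transcripts (416) but not for the down-regulated (251). The methods' t-test (386, 600 and 986), the intensity trend, array quality weights, the filter on dim transcripts, both normalizations and the replicate block did not for any of the 3 counts. Leaving out 1 array did so only for the down-regulated transcripts, with 550 without SINS low replicate 6 and 569 without SINS high replicate 3.

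Of the settings chosen after seeing the values, those with the methods' t-test came nearer. Transcripts with a gene symbol and this test gave 224, 400 and 624, and with rounded fold changes 216, 385 and 601. Transcripts with 1 gene symbol and the methods' t-test gave 215, 389 and 604, and with rounded fold changes 207, 374 and 581. Transcripts with a gene symbol in limma gave 309, 515 and 824, farther from the paper's values than 1 transcript per gene. Identical transcripts counted once were farther still, with 534 higher and 761 lower. Of the 493 transcripts of Table S2 found here, 487 passed by the methods' t-test and 485 with rounded fold changes, so 6 and 8 are dropped, and 489 passed with limma.

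The paper states for EPB42 in Figure 2 another p-value than the methods' t-test gives here, 0.00421 by the two-sided test on 12 values, which after rounding equals the p-value the paper's Table 2 gives for this gene. In Table 2, 11 genes have a qPCR p below 0.05, 10 from 0.05 to below 0.1 and 9 of 0.1 or more, which is another tally than the text gives. The paper reports TNF, HP and ICAM1 as induced by qPCR, and on the array their log2(FC) was 0.32, 0.12 and 0.14. TNF passed the filter when SINS low replicate 5 or SINS high replicate 4 was left out.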

Other observations

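The count of other splits of the samples was chosen only after the result was seen. Some genes on the list of bile duct cell markers were down-regulated in the SINS high group, 4 of 16 (adjusted p = 0.000658 from camera, adjusted p = 0.074 with an estimated correlation, and 0.00757 by fry). Of the 4, KRT18 and KRT8 are also on the list of fetal liver genes, so they are not particular to bile duct cells. The mean of the bile duct list was lower in all 6 SINS high piglets than in every SINS low piglet (exact permutation test, two-sided p = 0.00216). Whether the number of bile duct cells differed was not tested. Of 53 proteins of the mitochondrial ribosome, 8 were down-regulated and all 53 had a negative log2(FC) (adjusted p = 4.23e-14, and adjusted p = 0.173 with an estimated correlation). Translation initiation factors and tRNA synthetases had 10 of 44 down-regulated (adjusted p = 3.01e-12, and adjusted p = 0.173 with an estimated correlation), and mitochondrial protein import 5 of 19 (adjusted p = 2.89e-09, and adjusted p = 0.173 with an estimated correlation).

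The largest change that missed the filter was that of the serpin SERPINA3-2, with 2.24 (standard error 1.08, exact p = 0.0476), where 2 SINS low piglets were far below the others. HAMP, the gene of the iron hormone hepcidin, had 1.26 (standard error 0.77, exact p = 0.206). Both were named after their values were seen.

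Of 100 splits of the 12 piglets into groups of 6, drawn with a fixed seed and with the real one included, the number with a result as large as the real one was counted. Another split has no direction of its own, so its larger side was set against both the up- and the down-regulated count. For down-regulated transcripts it was 4 (real 773, highest other 997), and for all called transcripts 4 (real 1311, highest other 1828). For called lists it was 3 (real 30, highest other 32), or 3 (real 29, highest other 31) without the 2 lists of genes that the study names. Each of these, taken alone, is under 1 in 20. As only 100 of the 462 possible splits were drawn, 3 or 4 lie too close to this limit to exclude chance. For up-regulated transcripts it was 7 (real 538, highest other 997) and chance cannot be excluded. Here the smaller side of the real split stood against the larger side of each other split, so 7 may be too high. By the size of the median the number was 3 (real 0.278, highest other 0.351) for ribosome biogenesis and 2 (real 0.217, highest other 0.218) for the spliceosome. For RNA and nuclear transport it was 3 (real 0.28, highest other 0.292), and for DNA replication 2 (real 0.487, highest other 0.488). For branched-chain amino acid degradation it was 2 (real 0.21, highest other 0.219), for chaperones 2 (real 0.375, highest other 0.403) and for erythroid cells 2 (real 0.296, highest other 0.296). Each of these, taken alone, is under 1 in 20, without allowance for the number of results counted. They do not exclude chance, because the lists were picked with the real grouping in view. Apart from chaperones and erythroid cells, the paper reports these subjects as enriched on these same arrays. The number was 10 (real 0.131, highest other 0.163) for telomere maintenance, 24 (real 0.0883, highest other 0.173) for fatty acid oxidation and 12 (real 0.114, highest other 0.175) for acute-phase proteins, and chance cannot be excluded for the medians of these. Their list means, which a few genes with large changes can move, had an exact permutation p of 0.0433, 0.0974 and 0.013, unadjusted. In limma, 3 of the splits had transcripts with an adjusted p below 0.05, up to 20, where the real split had 0 (2884 at an unadjusted p below 0.05, and 0 by the methods' t-test). The split with 1828 called transcripts sets SINS low replicates 1, 2, 3 and 6 with SINS high replicates 2 and 6 against the others.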
